# Identification of Genes that Elicit Disuse Muscle Atrophy via the Transcription Factors p50 and Bcl-3

**DOI:** 10.1371/journal.pone.0016171

**Published:** 2011-01-13

**Authors:** Chia-Ling Wu, Susan C. Kandarian, Robert W. Jackman

## Abstract

Skeletal muscle atrophy is a debilitating condition associated with weakness, fatigue, and reduced functional capacity. Nuclear factor-kappaB (NF-κB) transcription factors play a critical role in atrophy. Knockout of genes encoding p50 or the NF-κB co-transactivator, Bcl-3, abolish disuse atrophy and thus they are NF-κB factors required for disuse atrophy. We do not know however, the genes targeted by NF-κB that produce the atrophied phenotype. Here we identify the genes required to produce disuse atrophy using gene expression profiling in wild type compared to *Nfkb1* (gene encodes p50) and *Bcl-3* deficient mice. There were 185 and 240 genes upregulated in wild type mice due to unloading, that were not upregulated in *Nfkb1^−/−^* and *Bcl-3^−/−^* mice, respectively, and so these genes were considered direct or indirect targets of p50 and Bcl-3. All of the p50 gene targets were contained in the Bcl-3 gene target list. Most genes were involved with protein degradation, signaling, translation, transcription, and transport. To identify direct targets of p50 and Bcl-3 we performed chromatin immunoprecipitation of selected genes previously shown to have roles in atrophy. *Trim63 (MuRF1)*, *Fbxo32* (*MAFbx*), *Ubc*, *Ctsl*, *Runx1*, *Tnfrsf12a* (Tweak receptor), and Cxcl10 (*IP-10*) showed increased Bcl-3 binding to κB sites in unloaded muscle and thus were direct targets of Bcl-3. p50 binding to the same sites on these genes either did not change or increased, supporting the idea of p50:Bcl-3 binding complexes. p65 binding to κB sites showed decreased or no binding to these genes with unloading. *Fbxo9*, *Psma6*, *Psmc4*, *Psmg4*, *Foxo3*, *Ankrd1* (CARP), and *Eif4ebp1* did not show changes in p65, p50, or Bcl-3 binding to κB sites, and so were considered indirect targets of p50 and Bcl-3. This work represents the first study to use a global approach to identify genes required to produce the atrophied phenotype with disuse.

## Introduction

Skeletal muscle atrophy is a highly regulated process in which the size of a multinucleated fiber is controlled by signaling that regulates gene expression from triggers in the muscle [1], [2]. One group of signaling proteins that regulate muscle atrophy is the nuclear factor-kappaB (NF-κB) family of transcription factors. A role for NF-κB in adult muscle atrophy or wasting has been found in aging [3], [4], disuse [5], [6], [7], [8], denervation [9], [10], muscular dystrophy [11], [12], and cachexia due to illnesses such as cancer [10], [13], [14]. NF-κB transcription factors (p65, c-Rel, RelB, p52, p50) act as dimers that bind target genes that have been shown to regulate cellular processes as diverse as immunity, inflammation, development, cell proliferation, and apoptosis [15], [16], [17].

In the case of disuse atrophy, NF-κB is necessary for muscle fiber wasting. Evidence for this comes from data showing that a NF-κB reporter is strongly activated in muscle fibers at 3, 7, and 10 days of disuse by hind limb unloading [5], [7], [8]. Inhibition of components of upstream NF-κB regulatory proteins such as the overexpression of a super repressor form of the inhibitor of κB (IκBα SR) showed a 40% inhibition of fiber atrophy [5], and overexpression of either a dominant negative (d.n.) form of IκB kinase beta (IKKβ) or a d.n. form of IKKα each showed a 50% inhibition of fiber atrophy and a complete abolition of unloading induced NF-κB reporter [6]. Importantly, a 70–100% inhibition of muscle fiber atrophy was found in mice lacking either the *Nfkb1* gene (encodes the NF-κB transcription factor, p50) or the *Bcl-3* gene, which encodes a NF-κB co-transactivator [7]. Gel supershift assays and nuclear levels of p65, p52, and RelB do not suggest significant involvement of these NF-κB family members [8]. Rel knockout mice showed that c-Rel is not required for disuse atrophy [5]. An important feature of NF-κB activation in disuse-induced atrophy is that there is no evidence of inflammation or complement activation [8], [18], [19] as is seen with other types of muscle atrophy such as that due to primary muscle disease, systemic illness, or aging [20]. When inflammation is associated with muscle wasting, involvement of the prototypical NF-κB family member p65 (Rel A) has been evident [3], [4], [10], [11], [12], [13], [20].

Although we have found that upstream signaling proteins, such as IκBα, IKKα and IKKβ that activate NF-κB transcription are required for atrophy, we do not understand how NF-κB transcription factors produce the atrophied phenotype. We do know that the transcription factors p50 and Bcl-3 are essential for atrophy during disuse [7], so in the present study we first identified the genes being targeted by p50 and Bcl-3, thereby identifying genes that are required to produce the atrophied phenotype in each case. To do this we performed global gene expression analysis of plantar flexor muscles from weight bearing and hind limb unloaded wild type mice and compared these data to the same muscles from *Nfkb1* ^−/−^ mice and from *Bcl3^−/−^* mice. This provided a list of genes required for atrophy, and that are considered either direct or indirect targets of p50 and Bcl-3 during atrophy. From the lists we selected genes to study in further detail to determine whether p50 and/or Bcl-3 showed increased binding to κB binding sites using chromatin immunoprecipitation (ChIP) assays in weight bearing and unloaded mouse plantar flexor muscles. An advantage of using gene expression profiling in combination with ChIP assays is that they reflect mRNA expression and DNA binding in vivo, at the moment of isolation. A gene showing increased mRNA expression in wild type muscle but not in knockout muscle due to unloading *and* that shows an increase in p50 and/or Bcl-3 binding in wild type unloaded muscle is evidence that a p50 or Bcl-3 direct target gene has been identified.

This work represents the first study to use a global approach to identify the genes required to produce the atrophied phenotype due to muscle unloading. Identification of genes that are NF-κB targets is a first step in the discovery of how these transcription factors produce the atrophied phenotype during skeletal muscle disuse.

## Results

### Muscle Atrophy

There was an 18% decrease in gastrocnemius plus plantaris muscle mass for wild type 6-day hind limb unloaded mice (wet weight normalized to body weight), but there were little to no differences for the same muscles in the *Nfkb1^−/−^* or *Bcl-3^−/−^* mice (Table S1). This is consistent with the atrophy we reported previously in plantaris muscles due to 10 days of unloading in wild type mice, but little to no differences in plantaris muscle atrophy in the *Nfkb1^−/−^* or *Bcl3^−/−^* mice [7].

### Microarray analysis of muscle from wild type and knockout mice to identify direct or indirect targets of p50 and Bcl-3 in atrophy

A major aim of this study was to identify genes from the atrophied phenotype with unloading. Since *Nfkb1^−/−^* or *Bcl-3^−/−^* mice showed little or no atrophy with unloading [7], finding the genes that drive the atrophy process was accomplished by identifying those genes that were upregulated in the unloaded muscles from wild type mice but not upregulated in the unloaded muscles from *Nfkb1^−/−^* or *Bcl-3^−/−^* mice. The reason for focusing on upregulated genes is that previous work showed a marked upregulation of NF-κB dependent binding and transcription in atrophying muscles [7], [8]. The expression data for up and down-regulated genes due to hind limb unloading for all 3 strains of mice (wild type, *Nfkb1^−/−^*, *Bcl3^−/−^*) have been deposited in the MIAME compliant Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE23497.

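Gastrocnemius and plantaris muscles were taken from wild type, *Nfkb1-/-* and *Bcl3-/-* mice that were weight bearing (WB) or had been hind limb unloaded (HU) for 6 days. The *Nfkb1-/-* mice lack the p50 subunit of NF-κB and the *Bcl3-/-* mice lack Bcl-3, the co-activator that binds p50 dimers. Each of the 6 groups had 4 arrays, 24 in all, and this number limits the precision of every value. No probe set of the array is listed for *Nfkb1*. The 1 probe set of *Bcl3* had an intensity of 5.39 ± 0.679 (SD, n = 4) in WB wild type muscle and 48.1 ± 6.87 in WB *Bcl3-/-* muscle. Neither deletion could therefore be checked here, because *Nfkb1* has no listed probe set and the *Bcl3-/-* arrays are on another scale. The annotation used leaves 1555 probe sets unlisted, so a gene without a listed probe set may still be on the array. The authors made the deposited intensities with RMA and quantile normalization. Array medians lay between 11.6 and 11.9 in wild type and *Nfkb1-/-* mice and between 81.1 and 86.8 in *Bcl3-/-* mice, a ratio of 7.29 between the 2 runs. Responses to unloading were compared within each genotype, and genotypes by the difference between their responses. The log2 intensities of 19294 probe sets above 20 on at least 4 arrays were fitted with limma with a mean for each group. Of these probe sets, 9722 reached that minimum on 4 wild type or *Nfkb1-/-* arrays and 19285 on 4 *Bcl3-/-* arrays. A probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05, and each change is given as a log2 fold change with its standard error (SE).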

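Unloading raised the intensity of 446 probe sets (313 genes) and lowered that of 320 (258 genes) in wild type muscle. Leaving out 1 array gave 272 to 643 higher and 141 to 405 lower, and array weights gave 1158 and 1076. Fits of only the groups compared gave 152 higher and 101 lower. The methods' test of the study gave 57 and 34 with Benjamini-Hochberg adjustment, and 287 and 185 with q-values. In *Nfkb1-/-* muscle 925 probe sets rose and 1271 fell, and in *Bcl3-/-* muscle 1465 rose and 542 fell. Among called probe sets whose WB and HU arrays did not overlap, *Gdpd3* had the largest log2 rise in wild type muscle. This lysophospholipase gene went from 27.4 ± 43.3 (SD, n = 4) to 333 ± 123. By the ratio of mean HU to mean WB intensity, *Sln* (21.7) and *Ankrd1* (14.9) rose more than *Gdpd3* (12.1). The WB level of *Ankrd1* is near the floor of the arrays, so the size of its ratio is uncertain. The log2 fold change of *Gdpd3* was 4.77 (SE 0.53, adjusted p = 9.2e-06 from limma), and the SD of its WB arrays exceeded their mean. *Lgals3*, the macrophage lectin galectin-3, rose by 2.02 (SE 0.35, adjusted p = 0.0017). The largest wild type fall was that of the transcription factor *Nfia*, at −1.62 (SE 0.19, adjusted p = 1.8e-05). In *Nfkb1-/-* muscle *Chac1*, a glutathione-degrading enzyme, rose from 82.5 ± 46.2 to 527 ± 236 (log2 fold change 2.74, SE 0.38, adjusted p = 0.00012), and the creatine synthesis gene *Gamt* fell from 54.9 ± 13.7 to 15.8 ± 4.78 (log2 fold change −1.82, SE 0.24, adjusted p = 9.2e-05). In *Bcl3-/-* muscle the neutrophil gene *S100a9* rose most (3.07, SE 0.35, adjusted p = 1.4e-05), and the ketone body enzyme *Bdh1* fell most (−3.52, SE 0.37, adjusted p = 5.2e-06). *Tmem100* rose in every genotype, by 2.05, 2.34 and 2.38 in wild type, *Nfkb1-/-* and *Bcl3-/-* muscle. It was among 75 probe sets (55 genes) called higher in all 3 genotypes. Of the wild type increases, 147 were also called in *Nfkb1-/-* muscle and 161 in *Bcl3-/-* muscle, while 778 and 1304 probe sets were called higher in the knockout and not in wild type muscle. Increases were 58.2% of the calls in wild type, 42.1% in *Nfkb1-/-* and 73.0% in *Bcl3-/-* muscle. The last share fell to 59.0% when the arrays were quantile normalized again and to 63.6% when they were centred on their medians, and was 55.1% without *Bcl3-/-* WB replicate 4. The balance turned in the other genotypes, to 48.9% in wild type muscle without WB replicate 4 and 49.6% with quantile normalization within each run, and to 51.2% in *Nfkb1-/-* muscle with array weights.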

Using the statistical methods described below, we identified upregulated genes in 6-day unloaded muscle in wild type but not in knockout mice. There were 185 genes upregulated in wild type mice but not in *Nfkb1^−/−^* mice due to unloading and these genes were thus considered either direct or indirect targets of the p50 transcription factor during muscle atrophy (Table S2). 

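Of the 446 probe sets raised by unloading in wild type muscle, 299 (209 genes) were not called higher in *Nfkb1-/-* muscle. Their median log2 fold change was 0.47 in wild type and 0.12 in *Nfkb1-/-* muscle, where 225 of the 299 still had a positive value. Choosing them by their wild type call favours a high wild type value. The difference between the responses passed limma's test for 10 of the 299, and for 168 at an unadjusted p under 0.05. Over all probe sets tested, the responses differed for 34, with 23 larger and 11 smaller in wild type muscle. This count was 11 to 57 without 1 array, 10 with the replicate number as a block and 270 with array weights, and 1 of 99 other splits of the samples gave 61. Of the 185 p50 targets of Table S2, 112 were called higher in wild type muscle (178 when adjusted over the list alone) and 39 in *Nfkb1-/-* muscle (59 when adjusted over the list alone). Since the study chose this list on the same arrays, the counts over the list alone are not independent evidence. The response was smaller in *Nfkb1-/-* muscle for 5 of the 185 (47 when adjusted over the list alone): *Gdpd3*, *Pts*, *Mrpl55*, *Rab40b* and *Ap4s1*. *Gdpd3* stayed at 5.89 ± 0.211 (SD, n = 4) in WB and 6.01 ± 0.565 in HU *Nfkb1-/-* muscle, and its responses differed by 4.74 (SE 0.74, adjusted p = 0.0059 from limma), a size that is uncertain because these levels are near the floor of the arrays. *Pts*, a tetrahydrobiopterin synthesis enzyme, rose from 23.2 ± 2.51 to 40.9 ± 5.05 in wild type muscle and was 21.7 ± 1.76 and 18.3 ± 2.92 in *Nfkb1-/-* muscle, a difference between responses of 1.07 (SE 0.17, adjusted p = 0.0068). *Mrpl55*, a mitochondrial ribosomal protein, rose in wild type muscle (0.47) and fell in *Nfkb1-/-* muscle (−0.44). The paper reasons that a gene upregulated in wild type but not in *Nfkb1-/-* muscle is a direct or indirect target of p50.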

Functional classification of these genes was made based on the molecular function and biological processes annotated by the Gene Ontology Consortium (Table 1). 

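Among the p50 targets of Table S2, the 28 signaling genes had a median log2 fold change of 0.62 in wild type and 0.37 in *Nfkb1-/-* muscle. *Rab40b*, a small GTPase of this group, rose from 64.5 ± 6.34 (SD, n = 4) to 107 ± 19.9 in wild type muscle and went from 61.8 ± 3.85 to 49.6 ± 5.68 in *Nfkb1-/-* muscle, and the responses differed by 1.04 (SE 0.21, adjusted p = 0.034 from limma). The test of *Rab40b* was not passed without 1 of 9 wild type or *Nfkb1-/-* arrays, with an adjusted p of 0.10 without *Nfkb1-/-* WB replicate 4. Of the 28, 19 were called higher in wild type muscle and 10 in *Nfkb1-/-* muscle. For the 19 translation genes the medians were 0.48 and 0.05, with 11 called higher in wild type muscle. In *Nfkb1-/-* muscle 3 of these rose and 1, *Mrpl55*, fell. The 18 metabolism genes had medians of 0.58 and 0.20, and 12 were called in wild type and 4 in *Nfkb1-/-* muscle. The 17 protein degradation genes had medians of 0.47 and 0.12, and 6 were called in wild type and 1 in *Nfkb1-/-* muscle. Of the 16 transcription genes, 8 were called in wild type and 3 in *Nfkb1-/-* muscle, with medians of 0.57 and 0.32. *Ebf1*, a transcription factor of this group, rose by 0.79 (SE 0.13, adjusted p = 0.00099) in wild type muscle and changed by −0.03 in *Nfkb1-/-* muscle, a difference of 0.83 (SE 0.18, adjusted p = 0.053). The 12 transport genes had medians of 0.53 and 0.25, and *Ap4s1*, an adaptor protein subunit, rose from 157 ± 19.3 to 264 ± 22.2 in wild type muscle and was 270 ± 14.0 and 290 ± 27.5 in *Nfkb1-/-* muscle. The response passed the test of a difference for 5 genes in these categories, 2 of them in metabolism. Without *Nfkb1-/-* WB replicate 4 it passed for 3, and *Ap4s1* was lost as well as *Rab40b*.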

Most genes were involved in signaling (15%), translation (10%), metabolism (10%), protein degradation (9%), transcription (8%), and transport (6%). The same approach was used to identify direct or indirect targets of Bcl-3 using *Bcl3^−/−^* mice. This produced a list of 240 genes that were direct or indirect targets (Table S2) of this transcriptional co-activator that is known to bind p50 dimers to induce transcription [21], [22], [23]. These genes also belong largely to signaling (13%), metabolism (10%), translation (9%), protein degradation (9%), transcription (8%), and transport (8%) (Table 1). 

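Of the probe sets raised by unloading in wild type muscle, 285 (224 genes) were not called higher in *Bcl3-/-* muscle. Their median log2 fold change was 0.51 in wild type and 0.18 in *Bcl3-/-* muscle, and 253 of the 285 had a positive value in *Bcl3-/-* muscle. The difference between the responses passed limma's test for 22 of them, and for 140 at an unadjusted p under 0.05. Among all probe sets 206 responded differently, 51 with a larger and 155 with a smaller response in wild type than in *Bcl3-/-* muscle. The count of 206 became 92 to 391 without 1 array, 111 with the replicate number as a block and 567 with log2 of the intensity plus 16. *Mustn1*, a nuclear protein of regenerating muscle, rose from 133 ± 21.5 (SD, n = 4) to 453 ± 113 in wild type muscle, a log2 fold change of 1.75 (SE 0.18, adjusted p = 2.7e-06 from limma). It was 1243 ± 181 and 1446 ± 406 on the scale of the *Bcl3-/-* arrays, a log2 fold change of 0.19, and the responses differed by 1.56 (SE 0.25, adjusted p = 0.0040). The glutathione transferase *Gstm2* rose by 1.34 (SE 0.13, adjusted p = 1.1e-06) in wild type and by 0.43 (adjusted p = 0.034) in *Bcl3-/-* muscle, a difference of 0.91 (SE 0.18, adjusted p = 0.016). Of the 240 Bcl-3 targets of Table S2, 147 were called higher in wild type muscle (230 when adjusted over the list alone), 70 in *Bcl3-/-* muscle (97 when adjusted over the list alone), and 1, *Tnni1*, was called lower there. Their median changes were 0.58 and 0.31. The response was smaller in *Bcl3-/-* muscle for 12 of the 240 (30 when adjusted over the list alone), among them *Mustn1*, *Gdpd3*, *Chrnb1*, *Snrpd3* and *Gstm2*.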

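Among all 240 targets of Table S2, the 31 signaling genes had a median log2 fold change of 0.63 in wild type and 0.38 in *Bcl3-/-* muscle, and 21 were called higher in wild type and 8 in *Bcl3-/-* muscle. *Gprc5b*, a receptor of this group, rose from 36.0 ± 2.09 (SD, n = 4) to 64.8 ± 10.7 in wild type muscle, and its response was larger than that in *Bcl3-/-* muscle by 0.61 (SE 0.14, adjusted p = 0.036 from limma). The 24 metabolism genes had medians of 0.60 and 0.40, with 15 and 10 called. *Pfkfb3*, which drives glycolysis, changed by 0.83 (SE 0.25, adjusted p = 0.064) in wild type muscle and rose by 2.08 (adjusted p = 3.1e-05) in *Bcl3-/-* muscle. The 22 translation genes had medians of 0.50 and 0.34, and 14 were called in wild type and 7 in *Bcl3-/-* muscle. For the 21 protein degradation genes these values were 0.50 and 0.23, with 9 and 4 called, and for the 21 transcription genes 0.57 and 0.33, with 11 and 6 called. The 19 transport genes had medians of 0.58 and 0.32, with 12 and 6 called. *Slc20a1*, a phosphate carrier of this group, rose by 0.78 (SE 0.15, adjusted p = 0.0044) in wild type muscle and changed by −0.16 in *Bcl3-/-* muscle, a difference of 0.93 (SE 0.21, adjusted p = 0.033). The Table S2 genes named here were chosen after their values were seen.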

Upregulation of genes in these functional categories is consistent with the changes seen in other studies using microarray data to describe muscle atrophy [18], [24].

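Of 37 lists of genes fixed before the data were examined, 14 stood apart from the other genes in wild type muscle in camera with a preset correlation of 0.01, and 1 with an estimated correlation. Of 25 ribosomal protein genes measured, 7 were called higher and 0 lower by limma (16 higher when adjusted over the list alone), with a median log2 fold change of 0.23. *Rplp2* rose by 0.43 and *Rps19* by 0.40. Of 23 genes of cold response and RNA processing, 7 were higher (14 when adjusted over the list alone), among them the helicase *Ddx5* (0.68, SE 0.10, adjusted p = 0.00045) and *Cirbp* (1.16, SE 0.22, adjusted p = 0.0040). Of 34 genes of oxidative phosphorylation, 13 were lower and 0 higher (20 lower when adjusted over the list alone), with a median of −0.21, and *Cox7a1* fell by 0.63 on the log2 scale (SE 0.12, adjusted p = 0.0036). Of 26 genes of the tricarboxylic acid cycle and fatty acid oxidation, 3 were lower (8 when adjusted over the list alone): *Lpl*, *Hadh* and *Mdh1*. Of 37 proteasome genes, 2, *Psmg4* and *Psmd13*, were higher (6 when adjusted over the list alone), with a median of 0.12. Of 25 genes of ubiquitin conjugation in atrophy, 2, *Fbxo9* and *Cul4a*, were higher (4 when adjusted over the list alone), and of 30 lysosomal and autophagy genes 3, *Ctsl*, *Capns1* and *Map1lc3a*, were higher (9 when adjusted over the list alone). Each of these 7 lists was among the 14, with adjusted p = 1.2e-12 for ribosomal proteins, 2.0e-11 for cold response, 2.7e-12 for oxidative phosphorylation and 1.9e-05 for the proteasome. With an estimated correlation only the cold response list kept its call (adjusted p = 0.024), and the adjusted p was 0.161 for ribosomal proteins, 0.330 for oxidative phosphorylation and 0.737 for the proteasome. The values of Table 2 and Table S2, chosen by the study on the same arrays, had been read before the data were examined. *Ddx5* and *Cirbp* are Table S2 genes, so wild type tests of lists that hold such genes are not independent evidence. Lists of other cell types were among the 14 too, with macrophage markers higher (median 0.29, adjusted p = 9.3e-06, or 0.600 with an estimated correlation), satellite cell and regeneration markers higher (median 0.17, adjusted p = 0.018, or 0.563) and tendon markers lower (median −0.28, adjusted p = 0.0055, or 0.563). Called were 1 of 23 macrophage (5 when adjusted over the list alone), 1 of 16 regeneration (6 higher and 3 lower when adjusted over the list alone) and 2 of 9 tendon markers (4 when adjusted over the list alone). Unloaded replicate 1 weighs on 3 of these lists, with means over WB of 0.757 in it and 0.00 (−0.08 to 0.10) in the other 3 arrays for regeneration, 0.767 and 0.26 (0.14 to 0.47) for macrophage markers, and 0.365 and 0.09 (−0.07 to 0.19) for the proteasome.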

**Table 1:** Functional category of target genes for Bcl-3 and p50 from microarray analysis.

	Bcl3 targets		p50 targets	
	Number	Percentage	Number	Percentage
Signaling	31	12.92%	28	15.14%
Metabolism	24	10.00%	18	9.73%
Translation	22	9.17%	19	10.27%
Protein degradation	21	8.75%	17	9.19%
Transcription	21	8.75%	16	8.65%
Transport	19	7.92%	12	6.49%
Non-annotated or RIKEN cDNA	14	5.83%	9	4.86%
Misc: immune/proliferation/ECM	13	5.42%	11	5.95%
RNA processing	12	5.00%	9	4.86%
Cytoskeleton	11	4.58%	9	4.86%
Chromatin modification	10	4.17%	7	3.78%
Cell adhesion	7	2.92%	6	3.24%
Structure	7	2.92%	5	2.70%
Development	7	2.92%	4	2.16%
Cell cycle	6	2.50%	4	2.16%
Binding	5	2.08%	4	2.16%
Anti-oxidant	4	1.67%	3	1.62%
Muscle contraction	3	1.25%	3	1.62%
Stress	3	1.25%	1	0.54%

### Selected Genes for Further Study as p50/Bcl-3 Targets

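*Fbxo32* (atrogin-1), *Psmd13*, *Ctsl*, *Ankrd1*, *Tnfrsf12a* and 20 other genes with a role in atrophy had a median log2 fold change of 0.50 in wild type muscle, 0.24 in *Nfkb1-/-* muscle and 0.18 in *Bcl3-/-* muscle. Of these 25 genes of Table 2, 8 were called higher with unloading in wild type muscle by limma (20 when adjusted over the list alone): *Fbxo9*, *Cul4a*, *Psmd13*, *Psmg4*, *Ctsl*, *Ankrd1*, *Tnfrsf12a* and *Capns1*. Of the 8, separate fits of the groups compared kept 3 (*Ankrd1*, *Fbxo9* and *Tnfrsf12a*), and the methods' test with Benjamini-Hochberg adjustment kept 1 (*Fbxo9*). Other settings called more of the 25, with 11 by the methods' test with q-values, 13 with array weights and 15 without unloaded wild type replicate 2. Without that array and with intensities under 20 set to 20, 239 of the 240 fold changes of Table S2 equalled the paper's. In *Nfkb1-/-* muscle 7 were called higher (7 when adjusted over the list alone): *Fbxo32*, *Fbxo9*, *Ube2j1*, *Ctsl*, *Ankrd1*, *Foxo3* and *Eif4ebp1*. In *Bcl3-/-* muscle 3 were, *Fbxo9*, *Ube2j1* and *Eif4ebp1* (6 when adjusted over the list alone). The response differed between wild type and *Bcl3-/-* muscle for 1 gene, *Ankrd1* (2 when adjusted over the list alone), and between wild type and *Nfkb1-/-* muscle for 0 (6 when adjusted over the list alone, 8 at an unadjusted p under 0.05). The study chose these genes on the same arrays, so the counts over the list alone are not independent evidence.

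**Figure D1:**
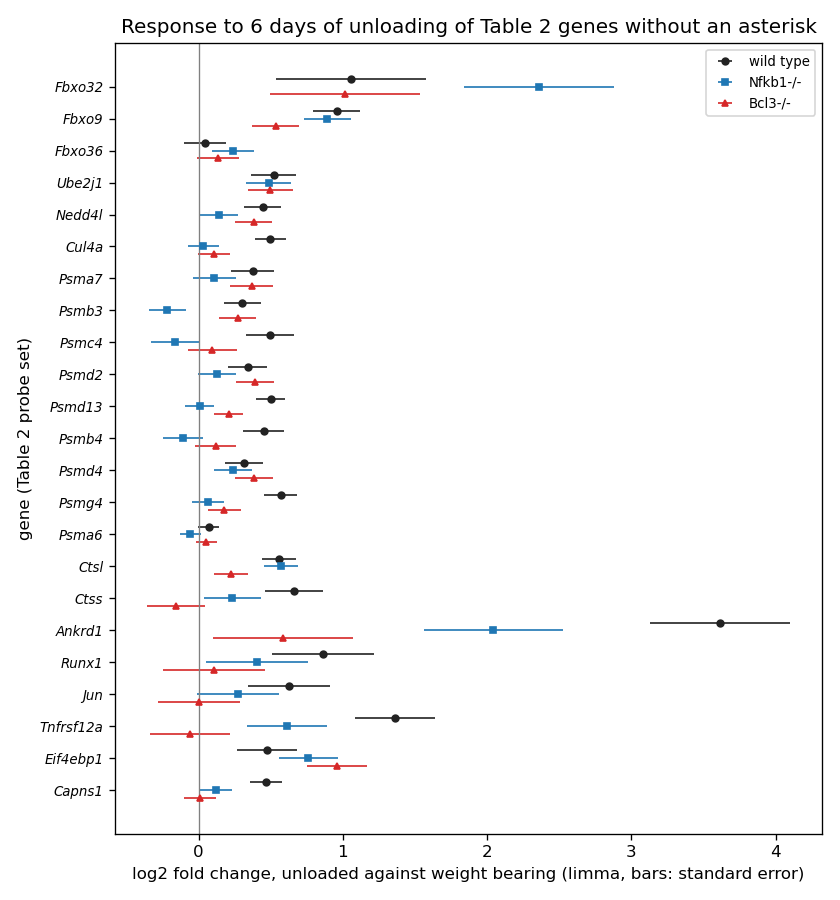
Log2 fold change with unloading (HU minus WB) and its standard error from limma for the genes of Table 2 that the paper gives without an asterisk, in wild type, *Nfkb1-/-* and *Bcl3-/-* muscle, with 4 arrays per group. Most wild type values lie to the right of 0, and *Fbxo32* is highest in *Nfkb1-/-* muscle.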

From the microarray data, we identified 25 upregulated genes that were targets of p50 and/or Bcl-3 and that have at least some known or inferred function in muscle atrophy (Table 2). All but 6 of these 25 genes are involved in some aspect of protein degradation. Seven are involved in ubiquitination of protein substrates (*Fbxo32*, *Fbxo9*, *Fbxo36*, *Ubc*, *Ube2j1*, *Nedd4l*, *Cul4a*), 9 encode proteasomal subunits (*Psma7*, *Psmb3*, *Psmc4*, *Psmd2*, *Psmd13*, *Psmb4*, *Psmd4*, *Psmg4*, *Psma6*), 2 are lysosomal genes (*Ctsl*, *Ctss*), and one is involved in calpain mediated protein cleavage (*Capns1*). 

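*Fbxo32* (atrogin-1, a muscle ubiquitin ligase) went from 118 ± 15.9 (SD, n = 4) to 279 ± 149 in wild type muscle and from 142 ± 89.4 to 711 ± 348 in *Nfkb1-/-* muscle. The wild type log2 fold change was 1.06 (SE 0.52, adjusted p = 0.284 from limma), that in *Nfkb1-/-* muscle was 2.36 (adjusted p = 0.0040), and the difference did not pass (−1.30, adjusted p = 0.488). Its other probe set changed by 0.85 (adjusted p = 0.395) and 1.85 (adjusted p = 0.017). *Fbxo9*, another F-box protein, rose from 16.0 ± 1.74 to 31.2 ± 4.09 (0.96, SE 0.16, adjusted p = 0.0017) and by 0.89 (adjusted p = 0.00098) in *Nfkb1-/-* muscle. *Fbxo36* hardly changed in wild type muscle (0.05, SE 0.15, adjusted p = 0.916), while its other probe set rose by 0.37 (adjusted p = 0.037). The size of that rise is uncertain, because its levels of 6.29 and 8.16 are near the floor of the arrays. *Ube2j1* changed by 0.52 (SE 0.16, adjusted p = 0.062) in wild type and 0.49 (adjusted p = 0.045) in *Nfkb1-/-* muscle. Its other probe set changed by 0.08 (adjusted p = 0.754) in wild type and 0.27 (adjusted p = 0.089) in *Nfkb1-/-* muscle. *Ube2j1* was called in wild type muscle without HU replicate 2 (adjusted p = 0.0074), and its *Nfkb1-/-* call was lost without 1 of 13 arrays, at 0.15 without *Nfkb1-/-* HU replicate 3. *Nedd4l* changed by 0.45 (adjusted p = 0.053) and *Cul4a* rose from 38.9 ± 4.15 to 54.8 ± 5.58 (adjusted p = 0.010) in wild type muscle, against 0.14 and 0.03 in *Nfkb1-/-* muscle. Of the 9 proteasomal subunits 2 were called higher in wild type muscle and 0 in *Nfkb1-/-* muscle (8 and 0 at an unadjusted p under 0.05), with medians of 0.38 and 0.01, and the difference passed limma's test for 0 of them (5 at an unadjusted p under 0.05). *Psmd13* rose from 98.6 ± 11.1 to 140 ± 20.4 in wild type muscle, and the difference from *Nfkb1-/-* muscle was 0.49 (adjusted p = 0.148). *Psmg4* rose from 20.6 ± 3.17 to 30.4 ± 3.59, with a difference of 0.50 (adjusted p = 0.186). *Psma6* was near the floor of the arrays at 5.61 and 5.89, and its other tested probe sets changed by 0.16 (adjusted p = 0.403) and 0.09 (adjusted p = 0.682). *Ctsl* (cathepsin L) rose from 426 ± 27.5 to 634 ± 106, by 0.56 in wild type and 0.57 (adjusted p = 0.0023) in *Nfkb1-/-* muscle. *Ctss* changed by 0.66 (SE 0.20, adjusted p = 0.063) in wild type muscle. *Capns1* rose from 285 ± 34.4 to 394 ± 49.3 (adjusted p = 0.019) in wild type muscle and changed by 0.12 (adjusted p = 0.593) in *Nfkb1-/-* muscle. Its call was lost without wild type HU replicate 1 (0.066), 3 (0.058) or 4 (0.053) or WB replicate 4 (0.072).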

There were 4 genes whose protein product can act as a transcription factor (*Ankrd1* (*Carp*), *Runx1*, *Jun*, *Foxo3*), a gene encoding a translational repressor (*Eif4ebp1*), and the Tweak cytokine receptor (*Tnfrsf12a*). Twelve of these 25 genes, a representative sampling of the functional groups, plus 2 other genes that were not on the microarray, *Trim63* (*MuRF1*) and *Cxcl10* (*IP-10*), were chosen for study in more detail (14 genes total).

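*Ankrd1*, a muscle ankyrin repeat protein, rose from 8.79 ± 1.96 (SD, n = 4) to 131 ± 110 in wild type muscle, a log2 fold change of 3.61 (SE 0.48, adjusted p = 0.00011 from limma). Its WB level there is near the floor of the arrays, so the size of this rise and of its differences from the knockouts is uncertain. *Ankrd1* rose by 2.04 (adjusted p = 0.0071) in *Nfkb1-/-* muscle, and the difference between these responses did not pass the test (1.57, SE 0.69, adjusted p = 0.350). In *Bcl3-/-* muscle it changed by 0.59 (adjusted p = 0.474), a difference from wild type of 3.03 (SE 0.69, adjusted p = 0.031) that no longer passed with log2 of the value plus 16, with a trend and robust fit or with the replicate number as a block. The difference was also lost without 1 of 7 wild type or *Bcl3-/-* arrays, with an adjusted p of 0.078 without *Bcl3-/-* HU replicate 1 and 0.065 without wild type HU replicate 1. Its other probe set rose by 3.15 in wild type muscle and differed by 2.74 (adjusted p = 0.047). *Runx1* was 4.61 ± 0.166 and 12.0 ± 13.2 in wild type muscle, where 1 unloaded array stood at 31.7. Its log2 fold change was 0.86 (SE 0.35, adjusted p = 0.184), and its other tested probe sets changed by −0.04, −0.05 and −0.12. A further one, not tested for its low intensity, had a ratio of mean HU to mean WB intensity of 2.80. *Jun* changed by 0.63 (SE 0.28, adjusted p = 0.236) in wild type and by 0.27 (adjusted p = 0.642) in *Nfkb1-/-* muscle. The translational repressor gene *Eif4ebp1* changed by 0.47 (SE 0.21, adjusted p = 0.216) in wild type, 0.76 (adjusted p = 0.018) in *Nfkb1-/-* and 0.96 (adjusted p = 0.0051) in *Bcl3-/-* muscle, and its other probe sets changed by 0.42 and −0.01 in wild type muscle. On the Table 2 probe set, the *Nfkb1-/-* call of *Eif4ebp1* was lost without *Nfkb1-/-* HU replicate 2 (adjusted p = 0.079), HU replicate 3 (0.072) or WB replicate 4 (0.052). Its other probe sets rose by 0.85 (adjusted p = 0.0092) and 0.75 (adjusted p = 0.00080) in *Nfkb1-/-* muscle. In *Bcl3-/-* muscle they rose by 0.86 (adjusted p = 0.011) and 0.45 (adjusted p = 0.029). The second of them was low, at 8.66 in WB *Nfkb1-/-* muscle. The Tweak receptor gene *Tnfrsf12a* rose from 63.2 ± 17.1 to 164 ± 50.1 (1.36, SE 0.28, adjusted p = 0.0064) in wild type muscle and changed by 0.61 (adjusted p = 0.170) in *Nfkb1-/-* muscle, where it was called without HU replicate 1 (adjusted p = 0.020).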

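*Cxcl10*, a chemokine of the interferon response, has 1 probe set listed on the array. It read 4.02 ± 0.473 (SD, n = 4) in WB and 4.46 ± 0.918 in HU wild type muscle, near the floor of the arrays, a log2 fold change of 0.14 (SE 0.14, adjusted p = 0.680 from limma). Its change was 0.07 in *Nfkb1-/-* and −0.08 in *Bcl3-/-* muscle. No probe set is listed for *Trim63* (MuRF1).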

**Table 2:** Selected genes with known or inferred functions in muscle atrophy that were target genes for Bcl-3 and/or p50.

Probe ID	Gene Symbol	FC in WT	Bcl-3 Target	p50 Target
**Ubiquitination**				
1417522_at	Fbxo32	2.9	Y	Y
1432211_a_at	Fbxo9	1.8	Y	N
1419305_a_at	Fbxo36	2.4	Y	Y
1425966_x_at	Ubc*	1.8	Y	Y
1448824_at	Ube2j1	1.6	Y	Y
1423269_a_at	Nedd4l	1.5	Y	Y
1451971_at	Cul4a	1.5	Y	Y
**Proteasomal subunits**				
1423568_at	Psma7	1.5	Y	Y
1460198_a_at	Psmb3	1.5	Y	Y
1416290_a_at	Psmc4	1.5	Y	Y
1415831_at	Psmd2	1.5	Y	Y
1422459_a_at	Psmd13	1.5	Y	Y
1438984_x_at	Psmb4	1.4	Y	Y
1425859_a_at	Psmd4	1.4	Y	Y
1435431_at	Psmg4	1.4	Y	Y
1435317_x_at	Psma6	2.3	Y	Y
**Lysosomal proteins**				
1451310_a_at	Ctsl	1.6	Y	Y
1448591_at	Ctss	1.5	Y	Y
**Transcription factors**				
1420992_at	Ankrd1	7.9	Y	Y
1422864_at	Runx1	5.3	Y	Y
1417409_at	Jun	1.7	Y	Y
1434832_at	Foxo3*	1.6	Y	Y
**Others**				
1418572_x_at	Tnfrsf12a	2.7	Y	Y
1434976_x_at	Eif4ebp1	1.6	Y	Y
1426400_a_at	Capns1	1.5	Y	Y

FC="fold change” of gene expression in weight bearing vs. hind limb unloaded groups in wild type animals from microarray analysis. Y = a target gene for Bcl-3 or p50, N = not a target gene for Bcl-3 or p50.

*gene significantly increased by t-test but did not pass multiple test correction.

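*Foxo3*, a transcription factor of atrophy genes, changed by 0.36 (SE 0.17, adjusted p = 0.259 from limma) in wild type muscle and by 0.52 (adjusted p = 0.047) in *Nfkb1-/-* muscle. The *Nfkb1-/-* call was lost without 1 of 14 arrays, with an adjusted p of 0.16 without *Nfkb1-/-* HU replicate 2. Its other tested probe sets changed by 0.09 and −0.24 in wild type muscle.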

### Quantitative real-time PCR of selected atrophy genes

Quantitative real-time PCR (qPCR) confirmed significant upregulation by unloading of the 14 genes selected for further study and their lack of upregulation in knockout mice (Figure 1). Many of these genes are involved in ubiquitin-proteasome mediated protein degradation, namely, *Trim63 (MuRF1)*, *Fbxo32 (MAFbx)*, *Ubc*, *Fbxo 9*, *Psma6*, *Psmc4*, and *Psmg4* (Figure 1A–G). Other genes whose microarray data were confirmed by qPCR and that play a role in muscle atrophy were *Ctsl*, *Foxo3*, *Runx1*, *Ankrd1*, *Tnfrsf12a*, and *Eif4ebp1* (Figure 1H–M). The *Trim63* gene was not on our microarray but has a significant role in muscle atrophy [25], [26], [27], [28]. Another gene not on the microarray, *Cxcl10* (*IP-10*), was also studied (Figure 1N) because it was found to be strongly upregulated in unpublished work and in response to TNFα; it is a known p50:Bcl-3 target in immune cells [29]. Almost all genes were shown to be direct or indirect targets of Bcl-3 and p50 since there was either no upregulation, or significantly less upregulation, in unloaded muscles from *Bcl3^−/−^* and *Nfkb1^−/−^* mice compared to unloaded muscles from wild type mice. The exceptions were Fbxo9 and Foxo3, which showed upregulation in unloaded muscle of *Nfkb1^−/−^* mice similar to that of wild type mice (Figure 1D, I), so these two genes were not confirmed targets of p50 during unloading. GAPDH did not change with unloading in wild type or mutant mice and so it was used for normalization of all the mRNAs measured by qPCR (Figure 1O).

**Figure 1:**
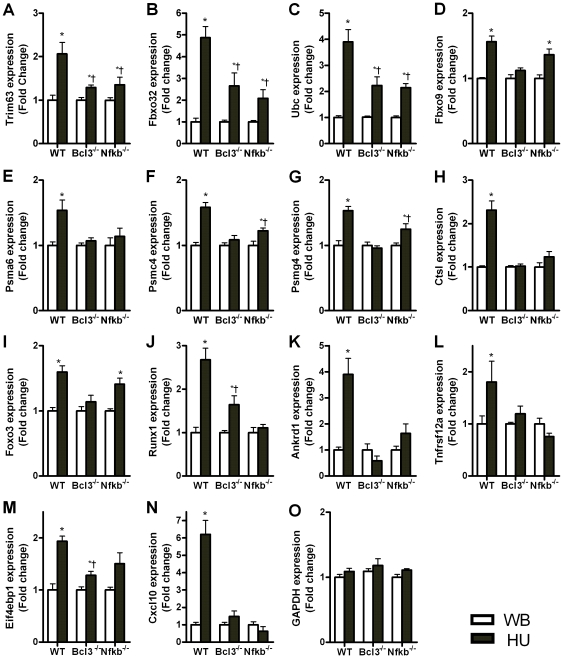
Quantitative real time PCR (qPCR) to measure mRNA expression of selected atrophy genes. Taqman probe and primer sets were used to confirm mRNA expression from microarray data of gastrocnemius and plantaris muscles. All 14 genes measured confirmed a significant upregulation due to 6 days unloading (HU) compared to weight bearing (WB) in muscles of wild type (WT) mice. Gene expression due to unloading in knockout mice (*Nfkb1* and *Bcl-3*) was either not different from weight bearing or it had a significantly less increase for all cases except Fbxo9 and Foxo3 in *Nfkb1^−/−^* mice. Gene expression was measured for: **A**) Trim63 (MuRF1), **B**) Fbxo32 (MAFbx), **C**) ubiquitin C, **D**) Fbxo9, **E**) Psma6, **F**) Psmc4, **G**) Psmg4, **H**) Ctsl, **I**) Foxo3, **J**) Runx1, **K**) Ankrd1 (Carp), **L**) Tnfrsf12a (Tweak receptor), **M**) Eif4ebp1, **N**) Cxcl10 (IP-10), and **O**) GAPDH. *significantly different from weight bearing value (*P*<0.05), †significantly different from wild type unloaded value (*P*<0.05).

### Chromatin Immunoprecipitation (ChIP) of selected p50 or Bcl-3 putative target genes

For genes that were direct or indirect targets of p50 and Bcl-3 with muscle unloading, we performed ChIP assays using muscle from wild type mice to assess whether there was a commensurate change in p50 and Bcl-3 binding to NF-κB binding sites due to muscle unloading. For comparison, we also measured changes in the prototypical NF-κB transcription factor family member, p65, because there are not definitive data as to whether it is involved in NF-κB dependent gene regulation by muscle unloading as there is with Bcl-3 and p50. To identify putative κB binding sites in each gene to be studied, an algorithm called CLOVER [30] was used to search for sites in the genomic sequence from 10kb upstream of each gene's transcription start site (TSS) to 10kb downstream from its polyadenylation signal.

Of the 14 genes on which a ChIP assay was performed, 11 had conserved κB sites. The other 3 genes contained κB sites, but none were conserved (*Fbxo9*, *Psmg4*, *Eif4ebp1*); not surprisingly, these 3 genes did not show changes in binding of the 3 κB factors studied, due to unloading. The most frequent and robust change in protein binding to κB sites of the 3 transcription factors studied was Bcl-3. There was an increase in Bcl-3 binding to conserved κB sites in 7 of the 14 genes studied. These were *Fbxo32* (the site 550bp upstream of the TSS), *Trim63* (the site in the third intron 4.8 kb downstream of the TSS), *Ubc* (the site 1.4 kb upstream of the TSS), *Ctsl* (the site 5.5 kb upstream of the TSS), *Runx1* (the site 1.7 kb upstream of the TSS), *Tnfrsf12a* (the site 5.7 kb upstream of the TSS), and *Cxcl10* (the two sites 157 bp upstream of the TSS) (Figure 2A–G). Of these 7 genes, p50 binding to the same κB site was either unchanged or, it was increased in *Trim63*, *Runx1*, and *Cxcl10*. In all 7 genes, the increased Bcl-3 binding to sites where p50 was bound suggests increased formation of p50-Bcl-3 complexes with unloading. For p65 binding there were marked decreases in 4 genes, *Fbxo32*, *Trim63*, *Ctsl*, and *Cxcl10* (Figure 2A, B, D, G) and no detectable binding in control or unloaded muscle in *Ubc* or *Runx1* (Figure 2C, E). The fact that no κB site showed marked p65 binding with unloading supports earlier work suggesting that p65 is not a major player in disuse muscle atrophy [8]. There was a moderate increase in p65 binding in one gene, *Tnfrsf12a* (Figure 2F). Each immunoprecipitation was repeated with different muscles from weight bearing and unloaded groups.

**Figure 2:**
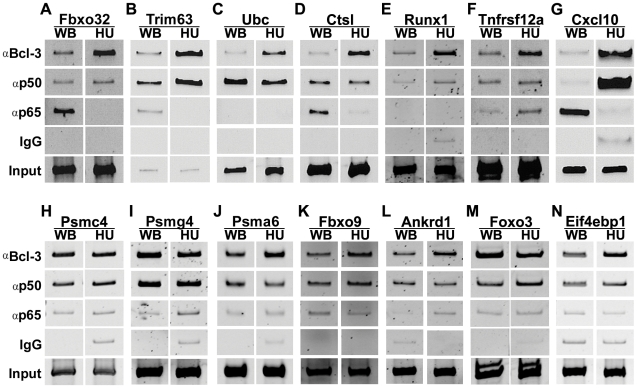
ChIP assays of Bcl-3, p50, and p65 protein binding to genes from **Figure 1**. ChIP assay was performed using gastrocnemius/plantaris muscle from weight bearing (WB) and unloaded (HU) mice. For each gene shown, binding of Bcl-3, p50 and p65 protein to a κB binding site was measured. ChIP showed an increase in Bcl-3 protein binding to 7 of the 14 genes studied, these were: **A**) *Fbxo32*, **B**) *Trim63*, **C**) *Ubc*, **D**) *Ctsl*, **E**) *Runx1*, **F**) *Tnfrsf12a*, and **G**) *Cxcl10*. There were also increases in p50 (**B, E, G**) and decreases in p65 (**A, B, D, G**) in these 7 genes. None of the proteasomal subunit genes showed changes in Bcl-3, p50, or p65 binding, *Psmc4*., *Psmg4*, or *Psma6* (**H–J**). *Fbxo9*, *Ankrd1*, *Foxo3*, and *Eif4ebp1* (**K–N**) genes also did not show changes in the binding of these proteins to κB sites. For each gene, ChIP assays were repeated using different samples from WB and HU groups. The PCR product size for all 14 ChIP assays performed was between 190 to 400bp.

The proteasome subunit genes studied, *Psmc4*, *Psmg4*, and *Psma6* (Figure 2H–J), and located 1.9, 2.7, and 3.2kb upstream from the TSS, respectively, were not direct κB target genes since p65, p50 or Bcl-3 showed no change in binding. The κB sites studied in *Fbxo9*, *Ankrd1*, *Foxo3*, *and Eif4ebp1* (Figure 2K–N) genes, located at 1.2, 2.3, 2.0, and 2.7kb upstream of the TSS, respectively, also did not show significant changes in binding of Bcl-3, p50, or p65. None of these 7 genes appear to be direct p50 or Bcl-3 target genes.

## Discussion

This study is the first to identify on a global scale, direct or indirect target genes of two transcription factors previously shown to be required for muscle disuse atrophy, p50 and Bcl-3 [7]. This was done using gene expression profiling of unloaded skeletal muscle from wild type mice compared to unloaded muscle from mice deficient for the gene encoding each of these transcription factors. Genes in wild type mice upregulated by hind limb unloading that are not upregulated in unloading of knockout mice are either direct or indirect targets of the gene knocked out. Since our previous work shows a complete atrophy inhibition when the genes encoding p50 and Bcl-3 are knocked out, it is not surprising to have a significant number (∼200) of genes that are targets of these transcription factors. In combination with these data, we performed ChIP assays on κB sites in 14 of the κB -upregulated genes (verified by qPCR) to assess whether they were direct targets of p50 and Bcl-3. We focused on upregulated genes because disuse elicits an increase in NF-κB binding to DNA and a robust increase in NF-κB dependent transcription in unloaded muscle from rats and mice [5], [6], [7], [8].

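In *Bcl3-/-* muscle *Fbxo32* was 754 ± 178 (SD, n = 4) in WB and 1996 ± 1424 in HU mice, a log2 fold change of 1.02 (adjusted p = 0.217 from limma), and its response was equal to that in wild type muscle within its error (difference 0.04, adjusted p = 0.991). The change became 1.64 (adjusted p = 0.028) without HU replicate 4. *Tnfrsf12a* changed by −0.06 (adjusted p = 0.916) in *Bcl3-/-* muscle, and the difference from the wild type response was 1.42 (SE 0.39, adjusted p = 0.083), or an adjusted p of 0.037 without *Nfkb1-/-* HU replicate 1. *Ctsl* changed by 0.23 (adjusted p = 0.226) in *Bcl3-/-* muscle, with a difference of 0.33 (adjusted p = 0.383). *Runx1* changed by 0.10 (SE 0.35, adjusted p = 0.888). Of the other Table 2 genes, *Fbxo9* rose by 0.54 (adjusted p = 0.037) and *Ube2j1* by 0.50 (adjusted p = 0.043) in *Bcl3-/-* muscle. This call of *Fbxo9* was lost without 1 of 6 *Bcl3-/-* arrays (adjusted p = 0.096 without WB replicate 2), and that of *Ube2j1* without 1 of 9 arrays (0.12 without *Bcl3-/-* WB replicate 4). The other probe set of *Fbxo9* rose by 0.45 (adjusted p = 0.031), and that of *Ube2j1* changed by 0.01 (adjusted p = 0.951). *Capns1* changed by 0.01 and *Ctss* by −0.16, with differences from wild type of 0.46 (adjusted p = 0.178) and 0.82 (adjusted p = 0.178).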

The microarray and ChIP results show that *Fbxo32*, *Trim63*, *Ubc*, *Ctsl*, *Runx1*, *Tnfrsf12a*, and *Cxcl10* are direct gene targets of Bcl-3 during disuse atrophy because of their lack of mRNA upregulation in *Bcl-3^−/−^* mice with unloading and the increase in Bcl-3 binding to conserved κB sites in unloaded muscles of wild type mice. Since Bcl-3 does not directly bind DNA, we presume that it bound to existing p50 binding at the κB site under study. All genes studied showed p50 binding in control muscle, and with unloading, p50 binding either did not change or increased in the 7 genes where Bcl-3 binding was increased. We interpret these data to indicate the formation of p50:Bcl-3 complexes. 

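Of the 299 probe sets raised by unloading in wild type and not called higher in *Nfkb1-/-* muscle, 213 (165 genes) were not called higher in *Bcl3-/-* muscle either, or 71.2%. Over all 446 wild type increases 63.9% were not called in *Bcl3-/-* muscle. The 2 classes share the wild type arrays, and lists drawn independently from the 446 would share 191 probe sets. With the wild type arrays split so that each class had its own, the classes had medians of 64.5 and 63.5 probe sets and shared 4 (0 to 10 over 36 splits), against 0.0800 for independent lists over all probe sets tested. Both classes are parts of the wild type increases, so an overlap above that of such lists is built in. It cannot show whether p50 and Bcl-3 share targets. The median log2 fold change of the 213 was 0.51 in wild type, 0.09 in *Nfkb1-/-* and 0.18 in *Bcl3-/-* muscle. A further 86 probe sets (48 genes) were in the p50 class alone, and 72 (61 genes) in the Bcl-3 class alone. The latter had medians of 0.57, 0.56 and 0.18 in wild type, *Nfkb1-/-* and *Bcl3-/-* muscle, and included *Mustn1*, which rose by 1.15 (adjusted p = 0.00028 from limma) in *Nfkb1-/-* muscle. Of the 55 Table S2 genes listed for Bcl-3 only, 49 were called higher in *Nfkb1-/-* muscle and 23 in *Bcl3-/-* muscle. Across probe sets, the losses of response in the 2 knockouts had a correlation of 0.420. Unchanged groups set against the same wild type arrays gave 0.500, and split wild type arrays gave 0.127 (−0.05 to 0.290). The covariance was 0.0305, and 0.0176 without an effect, and with split wild type arrays it was 0.0108 (−0.0058 to 0.0228). Probe sets are not independent replicates. The paper takes the shared targets as support for the idea that p50 and Bcl-3 work together.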

Other data supporting the idea of p50 and Bcl-3 working together to effect gene expression changes with unloading is that all of the p50 targets revealed by the microarray data were also Bcl-3 target genes. Moreover, the increase in NF-κB reporter activity due to unloading in wild type mice is absent in unloaded muscle from *Nfkb1^−/−^* and *Bcl-3^−/−^* mice [7]. In unloaded muscle, binding of the prototypical κB protein p65 decreased markedly or was not detectable in all but one of these 7 genes. Taken together, these data suggest p50:Bcl-3 complexes are important proteins binding to κB sites during muscle atrophy. There is a significant literature on the ability of p50 homodimers to induce transactivation when bound to Bcl-3 in several non-muscle cell types [21], [22], [23].

There was a marked increase in Bcl-3 binding to conserved κB sites in 4 upregulated genes with known roles in protein degradation with muscle atrophy. Thus, they are direct targets of κB. These are *Fbxo32* [28], [31] *Trim63* [25], , *Ubc* [18], [24], [28], [32], and *Ctsl* [5], [24], [33]. Although we now clearly show that p50 and Bcl-3 target these genes and that NF-κB is required for their upregulation, there may be other factors involved. For instance, FoxO3 was shown to target *Fbxo32* during starvation atrophy [34]. FoxO1 has been shown to target *Ctsl* during starvation atrophy and regulate its transcription [33]. NF-κB was shown to target *Trim63* in skeletal muscle in cachexia [10] and the present work supports these data in atrophying muscle due to unloading, although we show a role for p50 and Bcl-3 rather than involvement of p65.

It was interesting however, that three of the nine proteasomal genes shown to be targets of p50 and Bcl-3, and chosen for further study, were indirect rather than direct κB target genes because there was no change in p65, p50, or Bcl-3 binding with unloading. This supports the idea that proteasomal subunit upregulation with atrophy is directly regulated by transcription factors other than NF-κB, although NF-κB may be regulating these unknown factors based on the gene expression data in the knockout mice.

Another direct target gene of NF-κB proteins is *Runx1*, previously shown to moderate myofibrillar stabilization and autophagy during disuse atrophy [35]. It is a transcription factor with 29 putative gene targets in atrophying muscle. These targets appear to be mostly structural genes, distinct from the structural unloading-induced κB target genes. While κB regulates Runx1, Runx1 activity does not seem to involve activation of FoxO or NF-κB-mediated transcription during disuse muscle atrophy [35]. 

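Sarcolipin (*Sln*), an inhibitor of the calcium pump listed in Table S2, went from 15.4 ± 3.08 (SD, n = 4) to 333 ± 461 with unloading in wild type muscle, where replicate 1 stood at 1024 and the other unloaded arrays at 77.6 to 127. Its log2 fold change was 3.57 (SE 0.47, adjusted p = 1.0e-04 from limma) in wild type, 2.03 (adjusted p = 0.0058) in *Nfkb1-/-* and 2.37 (adjusted p = 0.0029) in *Bcl3-/-* muscle. The acetylcholine receptor subunit genes *Chrna1* and *Chrnb1* rose by 1.26 (SE 0.28, adjusted p = 0.0093) and 1.18 (SE 0.13, adjusted p = 6.6e-06) in wild type muscle and changed by 0.32 (adjusted p = 0.488) and 0.37 (adjusted p = 0.058) in *Bcl3-/-* muscle. The difference was 0.94 (adjusted p = 0.280) for *Chrna1* and 0.80 (SE 0.18, adjusted p = 0.029) for *Chrnb1*, which rose from 46.5 ± 3.08 to 108 ± 30.1 in wild type muscle. The myosin light chain gene *Myl4* changed by 1.17 (SE 0.20, adjusted p = 0.0017) in wild type, 0.52 (adjusted p = 0.095) in *Nfkb1-/-* and 0.75 (adjusted p = 0.019) in *Bcl3-/-* muscle. The slow troponin gene *Tnni1* changed by 0.63 (SE 0.26, adjusted p = 0.182) in wild type muscle and fell from 1785 ± 192 to 822 ± 289 in *Bcl3-/-* muscle (−1.18, adjusted p = 0.0056), and these responses differed by 1.81 (SE 0.36, adjusted p = 0.016). Of 11 cytoskeleton genes of Table S2, 7 were called higher in wild type, 5 in *Nfkb1-/-* and 1 in *Bcl3-/-* muscle, and of 7 structure genes 4, 2 and 2. Of 19 genes of denervation and the neuromuscular junction on a list fixed beforehand, 5 were higher in wild type muscle (10 higher and 1 lower when adjusted over the list alone). The camera adjusted p of the list was 9.9e-08, or 0.0566 with an estimated correlation. The values of Table S2 had been read before the list was tested, so its wild type result is not fully independent evidence. The mean change of this list over WB was 1.31 in unloaded wild type replicate 1 and 0.43 to 0.55 in the other 3 unloaded arrays.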

We show that Bcl-3 and p50 have structural gene targets (Table S1) and some of these share the same functional category (e.g., channels, contractile proteins) as targets of Runx1 but none were the same genes as described by Wang et al. [35].

The *Tnfrsf12a* gene was unique among the 14 genes studied for ChIP as it showed an increase in Bcl-3 binding, a moderate increase in p50 binding, and increased p65 binding. The lack of increased p65 binding to putative κB sites in all but one of the 14 genes studied by ChIP is consistent with previous work suggesting a lack of primary involvement of p65 in unloading atrophy [8]. On the other hand, dominant negative overexpression of either IκBα SR, IKKα, or IKKβ inhibited unloading atrophy by ∼50% suggesting that p65 may be involved in regulating some atrophy genes. In the case of *Tnfrsf12a*, regulation via κB proteins may involve a complex of p65:p50:Bcl-3 binding as previously described in response to TNFα [29].

*Tnfrsf12a*, found to be a direct κB target is a receptor for a member of the TNF superfamily also known as TWEAK. This cytokine receptor is of interest as it has recently been shown to be increased with denervation atrophy [36]. In addition, TWEAK is known to induce muscle wasting in whole muscle [37] and it was required for denervation atrophy [36]. As with other pro-inflammatory cytokines, NF-κB is involved in mediating the wasting due to TWEAK in skeletal muscle [37]. We show here that the upregulation of the TWEAK receptor requires κB proteins. Whether unloading also involves TWEAK binding to its receptor is not yet clear.

*IP-10* was also found to be a direct κB target with unloading. It is a chemokine and a known NF-κB target gene in non-muscle cells types [29], [38]. The strong upregulation of this gene together with the robust increase in p50 and Bcl-3 binding to *IP-10* in unloaded muscle suggest there may be some role for immune modulator genes in this type of atrophy. In control muscle there was significant p65 binding to *IP-10* but this was undetectable at 6 days of unloading. In response to TNFα however, p65 binding to bona fide κB sites is increased [29]. The *IP-10* and *Tnfrsf12a* data suggest further study of selected chemokines and cytokines/receptors in unloading atrophy. Consistent with previous work however [7], [8], the present data supports the idea that in the absence of inflammatory response [19], p65 does not appear to have a major role in binding κB sites on atrophy genes, in contrast with its involvement in atrophy when inflammatory triggers are involved [4], [10], [13].

From these studies we have created a list of NF-κB regulated genes in unloading atrophy, and, we determined that at least 7 of the 14 genes studied in detail using ChIP are direct targets of, p50 and Bcl-3. These data in combination with the lack of increases in p65 binding at κB sites in 13 of the 14 upregulated genes studied, again suggests a primary role of p50 and Bcl-3 rather than the canonical NF-κB transcription factor, p65 (RelA). There are very likely other transcription factors required for unloading atrophy; gene regulation is created by interactions of several factors in complexes or in separate sites on the promoter and regulatory regions. However, it is clear that loss of either of these κB proteins in the knockout animals eliminates or profoundly reduces the atrophy produced by unloading and therefore our candidate list not only outlines the scope of genes whose products create muscle wasting, but it gives us the keystone genomic sites of regulation with which we will be able to understand disuse atrophy at the molecular genetic level.

## Materials and Methods

### Mice and Hind limb Unloading

Six week-old male wild type mice (B6129PF2/J) and age/sex matched *Nfkb1^−/−^* mice (B6;129P2-*Nfkb1^tm1Bal^*/J) and *Bcl3^−/−^* mice (FVB; 129P2-Bcl3^tm1Ver^/J) were purchased from the Jackson Laboratory (Bar harbor, ME). The B6129PF2/J strain used for wild type has all of the 129 background which was part of the knockout cloning and insertion (the embryonic stem cell background) for each of these mutants. Animals were provided with chow and water ad libitum and housed individually in Boston University Animal Care Facility. After 3 days of acclimation, mice were randomly assigned to weight-bearing (WB) or hind limb unloaded (HU) groups. Mice in the HU group had their hind limbs elevated off the cage floor for 6 days to induce unloading induced muscle atrophy. The sixth day of unloading is a key point in the atrophy process based on a large literature, and in particular based on a previous time course study we performed on unloaded rat soleus muscle [18].

The HU was performed using the methods that we have previously published [39] with slight modifications for the mice. Briefly, mice were lightly anesthetized with ketamine/xylazine (40mg/kg;5mg/kg, i.p.). A strip of adhesive foam pad (ALIMED Inc, MA) was folded in half and the adhesive surface was loosely applied longitudinally along the proximal 2/3 of the tail. Elastic tape (Elastoplast, Medco Supply Co., NY) was wrapped circumferentially around the adhesive foam. A wire was passed through the folded end of adhesive foam pad and then was drawn up to pulley attached to a 360° swivel hook at the top of the cage; the cage walls were extended in height by 10 inches of Plexiglas on 4 sides to allow room for the vertical suspension. The length of the wire was adjusted so that the toes of the hind limbs touched the cage floor only during full hind limb extension. The use of animals in this study was approved by the Institutional Animal Care and Use Committee of Boston University (protocol number 09-012).

### Muscle harvesting and RNA isolation

Six days after hind limb unloading, mice were anesthetized with ketamine/xylazine (100mg/kg; 13mg/kg). Gastrocnemius and plantaris muscles were harvested from weight bearing and hind limb unloaded wild type mice, *Nfkb1* ^−/−^ mice, and *Bcl3^−/−^* mice and processed immediately for RNA isolation or ChIP assay. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA) according to manufacturer's instructions. Extracted total RNA was treated with RNase-Free DNase I (Qiagen, Valencia, CA) to remove any DNA contamination and purified using an RNeasy Mini kit (Qiagen, Valencia, CA) as previously described [40]. Total RNA was quantified by absorption spectrophotometry at 260 and 280nm and quality of total RNA was monitored on a 1% denaturing agarose gel and by a Bioanalyzer 2100 (Agilent, Palo Alto, CA).

### Microarray processing

For microarray analysis 24 mice were used based on 4 mice per group, 3 mouse stains, and 2 conditions (weight-bearing and unloaded). Total RNA samples (n = 4 per group) were sent to Partners HealthCare Center for Personalized Genetic Medicine for mRNA labeling, hybridization, and scanning using the Affymetrix system (Santa Clara, CA). In brief, double stranded cDNA was synthesized by GeneChip® Two-Cycle cDNA Synthesis Kit (P/N 900432). Biotin-labeled cRNA was then generated and purified by GeneChip IVT labeling kit (P/N 900449) and cRNA Cleanup kit (P/N 900547). 15µg of labeled fragmented cRNA was hybridized on to Affymetrix GeneChip Mouse Genome 430A 2.0 Array, then washed and stained according to manufacturer's protocol. The 430A 2.0 Array measures expression levels of 14,000 characterized genes. The microarray slides were scanned using a GeneChip® Scanner 3000. For data extraction and quality control, Affymetix GeneChip® operation software was used, which created a single intensity value for each probe-set assayed in each sample in a .cel file. Data files were deposited into the MIAME compliant NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE23497.

### Data Analysis

Affymetrix .cel files were imported into GenePattern software 3.2.1 (Broad Institute, Cambridge, MA) and a matrix containing an expression value per probe set for each sample was generated by Expression File Creator Module using the Robust Multi-array Average (RMA) algorithm and quantile normalization [41]. Gene probes were filtered according to the following criteria: maximum expression value/minimum expression value ≥1.7, minimum expression variation (maximum value−minimum value) ≥9, expression value greater than 20 or less than 20,000. Genes complying with these criteria were further processed by the ComparativeMarkerSelection Module Version7. By default, ComparativeMarkerSelection compared the mean difference in gene expressions between weight bearing and unloaded muscle samples using two-way parametric t-tests and computed false discovery rate for each probe set using the *Q*-value [42]. *P*-value<0.05 and *q*-value≤0.05 were used to identify genes that were significantly differentially expressed after hind limb unloading.

We also carried out analyses for the wild type vs. knockouts in the weight bearing condition as a control for any change in gene expression that might arise from the knockout itself. We found no significant differences in muscle gene expression in wild type vs. *Bcl3* ^−/−^, but 17 genes in the *Nfkb1^−/−^* case were lower than wild type. 

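WB *Nfkb1-/-* muscle had higher levels of interferon response genes than WB wild type muscle. The deubiquitinase gene *Usp18* was 5.40 ± 0.567 (SD, n = 4) in wild type and 16.8 ± 1.26 in *Nfkb1-/-* muscle, a log2 difference of 1.64 (SE 0.15, adjusted p = 3.5e-07 from limma). *Ifit1* was 4.16 ± 0.155 and 11.5 ± 2.02, and the antiviral gene *Bst2* was 7.62 ± 2.59 and 23.5 ± 3.12 (1.68, SE 0.17, adjusted p = 1.3e-06). The wild type levels of these 3 genes are near the floor of the arrays, so the size of their differences is uncertain. *B2m*, of the class I major histocompatibility complex, was 380 ± 56.4 and 646 ± 38.6 (0.78, adjusted p = 0.0039). Of 18 interferon response genes, 10 were higher and 0 lower (14 higher when adjusted over the list alone), with a median of 0.74 and a camera adjusted p of 9.2e-38. *Mx1* and *Stat2* were at 0.00 and 0.04. Markers of other cell types were higher as lists with none called, erythroid and blood markers with a median of 0.81 (0 of 5 called, 3 when adjusted over the list alone, camera adjusted p = 2.0e-05) and macrophage markers with a median of 0.34 (0 of 23 called, 8 when adjusted over the list alone, camera adjusted p = 7.1e-11), while tendon markers were lower (median −0.18, 0 of 9 called, 3 when adjusted over the list alone, camera adjusted p = 0.0036). With an estimated correlation these 3 lists had adjusted p of 0.164, 0.611 and 0.823. Immediate early genes were higher as a list too, with a median of 0.23 and 0 of 22 called. Their camera adjusted p was 0.0035, or 0.862 with an estimated correlation. In all, 110 probe sets (81 genes) were higher and 64 (51 genes) lower in WB *Nfkb1-/-* muscle. The largest decrease was that of *Paip1*, which binds the poly(A)-binding protein (−2.71, SE 0.18, adjusted p = 6.2e-10), followed by *Cuedc1* (−2.20) and *Alpk3* (−1.93). *Ctss* was higher by 1.02 (SE 0.20, adjusted p = 0.0080). WB wild type and *Bcl3-/-* mice were on arrays of different scale, and 19224 of 19294 probe sets were called different, so no level could be compared between them. Strain background and genotype go together in both comparisons. The paper uses this comparison as a control for changes that arise from the knockout itself.

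**Figure D2:**
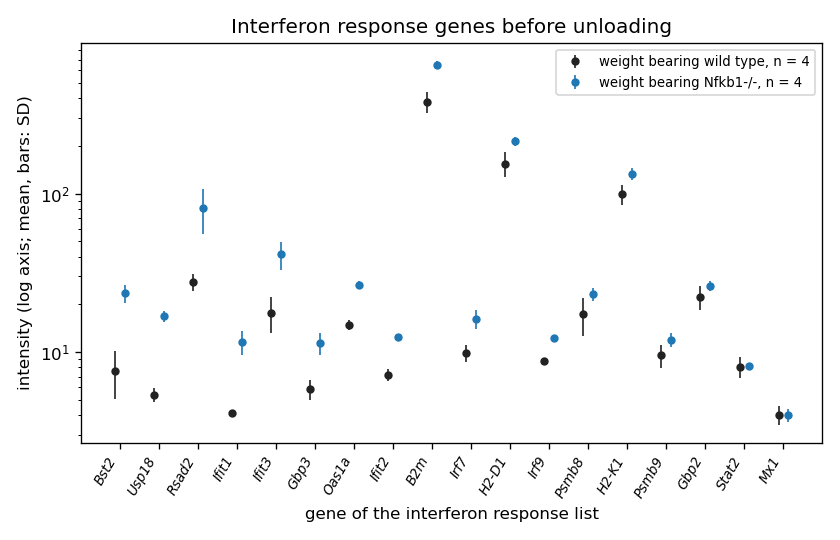
Intensity of the 18 interferon response genes in WB wild type and WB *Nfkb1-/-* muscle on a log axis, as mean and SD of 4 arrays. *Usp18*, *Ifit1* and *Bst2* lie higher in *Nfkb1-/-* muscle, and *Mx1* and *Stat2* do not.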

Only one of those 17 was in our list of genes that could be a target of p50 and so it was removed from our results.

### Quantitative Real time-PCR (QRT-PCR)

Total RNA from 3 strains of mice (two knockouts and one wild type) for 2 conditions (WB and HU) was isolated as described above with a sample size of 6 per group. 10µg of total RNA was reverse transcribed in a 100µl reaction using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA) according to manufacturer's instructions. Synthesized cDNA (0.9 µl) was then amplified with Taqman Gene Expression Master mix, and gene-specific TaqMan Gene Expression Assay Buffer (Applied Biosystems). The sequence targeted by each TaqMan probe is given in Table S3. Amplification was performed by ABI 7300 Real-Time PCR System at following temperature: 50°C for 2min, 95°C for 10min, followed by 40 cycles at 95°C for 15sec and 60°C for 1min. All samples were run in triplicate and quantified according to the corresponding gene-specific standard curve. For the 14 genes for which we measured mRNA expression, each gene was normalized to GAPDH expression, which was not different due to mouse strain or to hind limb unloading.

### Statistical Analysis

Methods used for statistical analysis of the microarray data have been described above. All other statistical analysis was performed using the SPSS software package for windows version 15.0 (SPSS Inc, Chicago, IL). For qPCR experiments (n = 6 per group), Levene's test was first performed to compare the variance between weight bearing and hind limb unloaded muscles. If 2 groups showed an equal variance, an equal-variance t-test was performed to determine whether gene expression was upregulated after unloading. If 2 groups showed unequal variance, an unequal-variance t-test was performed. *P*-value less than 0.05 was considered statistically significant.

### ChIP Procedure

Isolation of nuclei from muscle and subsequent successful ChIP assay is infrequent in the literature and methods details are scarce. Our method begins with a modification of Andrews et al. [43]. Gastrocnemius plus plantaris muscles from weight bearing and hind limb unloaded mice were removed, weighed, and immersed in 1 ml of the nuclear isolation buffer (NIB: 10mM of HEPES pH7.5, 10mM MgCl_2_, 60mM KCl, 300mM sucrose, 0.1mM EDTA pH8.0, 0.1% Triton X-100, 1mM DTT, 0.15mM spermine and 0.5mM spermidine, 0.1mM PMSF, 2µg/ml aprotinin, 2µg/ml leupeptin). The muscle was finely minced using sterile scalpels and transferred to a 1.5 ml Eppendorf tube. The minced muscle was crosslinked by adding fresh formaldehyde to a final concentration of 1% and rotating at room temperature (RT) for 15 minutes. Crosslinking was stopped by adding glycine to a final concentration of 0.125M and rotating at RT for 5 minutes. Tubes were centrifuged at 1500*×g* for 5 minutes at 4°C and washed twice with PBS containing 1× protease inhibitor cocktail [(PIC), Roche Applied Bioscience]. After the last spin, the supernatant was discarded and the pellet was snap frozen in liquid nitrogen and stored at −80°C. After thawing, each pellet was suspended in 1.5 ml of NIB, transferred to a 14 ml round bottom tube (BD Falcon), and homogenized mechanically. The homogenates were centrifuged at 180*×g* for 1 minute and supernatants discarded. Pellets were re-suspended in 1.5 ml NIB and homogenized again to maximize the number of nuclei released from myofibrillar material. Homogenates from both legs of the same mouse were pooled and passed though a 100 µm cell strainer (BD Falcon) by centrifugation at 1100*×g* for 5 minutes at 4°C to filter residual myofibrillar material from the nuclei. The filter process was repeated with a 40 µm cell strainer (BD Falcon), and then nuclei pelleted by centrifugation at 1100*×g* for 5 minutes. Each cell strainer was then washed twice with 2 ml of ice cold PBS containing 1× PIC, then centrifuged to pellet any nuclei stuck in the strainer.

The nuclei were processed for ChIP using modifications of the method described by Tachibana et al. [44]. Nuclei were re-suspended in sonication buffer with PIC. Aliquots of 350 to 400 µl were sonicated with a Sonic Dismembrator Model 100 (Fisher) at setting 2 for 30 seconds with one minute in between on ice, for 9 to 12 cycles. Nuclear debris was pelleted by spinning the sonicated material at maximum speed in a microfuge for 5 minutes, and the supernatant containing fragmented chromatin was saved for immunoprecipitation. The extent of sonication was evaluated by removing 10 µl supernatant for treatment with Pronase, RNase A, and reverse crosslinked, and then DNA was extracted with phenol/chloroform and precipitated with ethanol. DNA was size fractionated on a 1% agarose gel where approximately 90% of the DNA was visualized as a smear between 100–600 bp. Equal amounts of fragmented chromatin from each group, weight bearing and hind limb unloaded, were diluted in IP dilution buffer [44] and pre-cleared twice using the Protein G conjugated magnetic beads (Dynabeads, Invitrogen) that had been blocked overnight with BSA and sonicated fish sperm DNA (Roche Applied Bioscience). The beads were pelleted by centrifugation and the supernatant containing the chromatin was aliquoted: a 100 µl aliquot as an input sample not immunopreciptated, and four aliquots with equal amount of the remaining supernatant (∼700–1000 µl each). One aliquot was incubated with IgG as a negative control and the other three chromatin aliquots were immunoprecipitated by incubation with 10 µg of antibody (Santa Cruz), directed against either p65 (SC-372X), p50 (SC-1190X), or Bcl3 (SC-185X) for 16 hours at 4°C. The antibody-chromatin complexes were warmed to RT in a water bath and an equal volume of pre-blocked magnetic beads was added and placed on a rotator for 15 minutes at RT. The tubes were then placed in a magnetic tube rack (Magnasphere separation stand, Promega) to allow capture of beads on the side of the tube. The liquid was removed and beads were washed in a succession of buffers according to Tachibana et al. [44]. Finally the conjugates were eluted from the beads for 30 minutes. The protein and RNA were removed from the immunoprecipitated samples and the input sample by incubation with Pronase and RNase A for 2 hrs at 42°C. The sample and input tubes were processed to reverse the crosslinking and DNA was precipitated in ethanol with glycogen as carrier. The DNA from ChIP was re-suspended in 30 µl of Tris-low EDTA buffer (10 mM Tris 8.0, 0.1 mM EDTA). For PCR, 1/15^th^ of the each DNA sample and 1/100^th^ of each input were used as templates in a standard Platinum Taq PCR reaction for 32 cycles. PCR products were separated on a 10% TBE gel (Ready Gel, BioRad) and stained by SYBR Gold.

NF-κB sites for study were selected by the CLOVER algorithm of Motifviz (http://biowulf.bu.edu/MotifViz/), which uses the JASPAR database (http://jaspar.genereg.net/) for its binding matrices. We selected κB sites for ChIP that had the best score for matching the κB consensus sequence using the JASPAR matrix ID: MA0061.1. Conservation between mouse and human gene sequences was determined by locating the κB site in the mouse genome using Blat and displaying the comparative sequences at that site in the University of California Santa Cruz gene browser (http://genome.ucsc.edu/). Primers were designed with Primer 3.0 from the online workpage (http://frodo.wi.mit.edu/primer3/). The size of the PCR products containing the κB sites was between 190 and 400bp for all 14 ChIP assays.

## Supporting Information

Table S1 Muscle weights for weight bearing (WB) and hind limb unloaded (HU) mice.
(DOC) Click here for additional data file.

Table S2 Complete list of atrophy genes that are target genes for p50 or Bcl-3.
(DOC) Click here for additional data file.

Table S3 TaqMan probes used for quantitative real time-PCR.
(DOC) Click here for additional data file.

# Supplementary material for: Identification of Genes that Elicit Disuse Muscle Atrophy via the Transcription Factors p50 and Bcl-3
**Source:** PLoS One. 2011 Jan 13;6(1):e16171. doi: 10.1371/journal.pone.0016171
**Supplement:** Table S1 — Muscle weights for weight bearing (WB) and hind limb unloaded (HU) mice.

**Table S1.**  Muscle weights for weight bearing (WB) and hind limb unloaded (HU) mice.

|  | **Muscle mass/ body mass (mg/g)** | |  |
| --- | --- | --- | --- |
| **Mice strain** | **WB** | **HU** | **Fold change** |
| WT | 5.22 ± 0.11 | 4.30 ± 0.16 | 18%* |
| Nfkb1-/- | 5.50 ± 0.04 | 5.13 ± 0.08 | 6.7%* |
| Bcl-3-/- | 4.86 ± 0.07 | 4.55 ± 0.16 | n.s. |

Muscle is gastrocnemius plus plantaris. Values are mean ± SEM. * indicates different from WB value (*P*<0.05). n.s. indicates no statistical difference from WB value.

# Supplementary material for: Identification of Genes that Elicit Disuse Muscle Atrophy via the Transcription Factors p50 and Bcl-3
**Source:** PLoS One. 2011 Jan 13;6(1):e16171. doi: 10.1371/journal.pone.0016171
**Supplement:** Table S2 — Complete list of atrophy genes that are target genes for p50 or Bcl-3.

**Table S2.** Complete list of atrophy genes that are target genes for p50 or Bcl-3.

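The list has 240 probe sets, of which 185 are marked as p50 targets and 55 as targets of Bcl-3 only, and its lowest fold change is the paper's 1.4. On the log2 scale, ratios of mean HU to mean WB intensity over all 8 wild type arrays had a correlation of 0.970 with the paper's values. Of the 240 ratios, 239 lay within 1.5 times of the paper's values. To 2 decimals 3 of the 240 were equal to the paper's. With intensities under 20 set to 20, the number equal was 4 with all arrays, 239 without unloaded replicate 2, and 3 to 12 without any other 1 of the wild type arrays. The median ratio was 1.51 with all arrays, and the median of the paper's values is 1.56. Genes are not independent replicates. In the fit of all 24 arrays, the p50 targets had a median log2 fold change of 0.56 in wild type, 0.24 in *Nfkb1-/-* and 0.27 in *Bcl3-/-* muscle. The targets of Bcl-3 only, such as *Sln*, *Chrnb1* and *Fbxo32* (a p50 target in Table 2), had medians of 0.71, 0.87 and 0.45.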

FC indicates the fold change of gene expression due to hind limb unloading in wild type animals from the microarray analysis. Y= a target gene for p50 or Bcl-3, N= not a target gene for p50 or Bcl-3.

# Supplementary material for: Identification of Genes that Elicit Disuse Muscle Atrophy via the Transcription Factors p50 and Bcl-3
**Source:** PLoS One. 2011 Jan 13;6(1):e16171. doi: 10.1371/journal.pone.0016171
**Supplement:** Table S3 — TaqMan probes used for quantitative real time-PCR.

**Table S3.** TaqMan probes used for quantitative real time-PCR.

| **Gene Symbol** | **Gene Name** | **Assay ID** | **Probe Sequence** |
| --- | --- | --- | --- |
| Trim63 | tripartite motif-containing 63 | Mm01185222_m1 | GGAGTGCTCCAGTCGGCCCCTGCAG |
| Fbxo32 | F-box protein 32 | Mm00499523_m1 | TCCTGGAAGGGCACTGACCATCCGT |
| Ubc | ubiquitin C | Mm01198158_m1 | ACAACTCCGTGAGAGAGACGATGCA |
| Fbxo9 | f-box protein 9 | Mm01149125_m1 | CGTTGGGAGCGGCTACATCGAAGAG |
| Psma6 | proteasome (prosome, macropain) subunit, alpha type 6 | Mm00478827_m1 | ACATTTGAACAGACAGTGGAAACTG |
| Psmc4 | proteasome (prosome, macropain) 26S subunit, ATPase, 4 | Mm00821599_g1 | CATCTGTCAGGAGAGTGGAATGTTG |
| Psmg4 | proteasome (prosome, macropain) assembly chaperone 4 | Mm01354373_m1 | ATGTGCAGCCGCTACGACCCCATCC |
| Ctsl | cathepsin L | Mm00515597_m1 | GGCTTGTCAAGAACAGCTGGGGAAG |
| Foxo3 | forkhead box O3 | Mm00490673_m1 | GAAGGGAAGGAGCCGAGCTGGAGCT |
| Runx1 | runt related transcription factor 1 | Mm01213405_m1 | TCGACTCTCAACGGCTCCGGACCTG |
| Ankrd1 | ankyrin repeat domain 1 (cardiac muscle) | Mm00496512_m1 | CAAGGTCAAGAACTGTGCTGGGAAG |
| Tnfrsf12a | tumor necrosis factor receptor superfamily, member 12a | Mm00489103_m1 | GCACCAGGCACCTCCCCATGCTCTA |
| Eif4ebp1 | eukaryotic translation initiation factor 4E binding protein 1 | Mm01962435_g1 | TCTCTGTGTGTGCTGCTGTGGGGGG |
| Cxcl10 | chemokine (C-X-C motif) ligand 10 | Mm99999072_m1 | AGTGGGACTCAAGGGATCCCTCTCG |
| GAPDH | glyceraldehyde-3-phosphate dehydrogenase | Mm03302249_g1 | ACAATGAATACGGCTACAGCAACAG |

How the deposited data were processed for this re-analysis (not part of the article)

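The measured samples were gastrocnemius and plantaris muscles of wild type (B6129PF2/J), *Nfkb1-/-* (B6;129P2-Nfkb1 tm1Bal/J) and *Bcl3-/-* (FVB; 129P2-Bcl3 tm1Ver/J) mice, weight bearing or hind limb unloaded for 6 days, on 24 arrays with 4 arrays in each of 6 groups. The authors read the .cel files of the scanner software into GenePattern 3.2.1, computed expression values with RMA and quantile normalization, and deposited 1 table of linear intensities. Every value column of that table was used. The groups are those of the sample labels.

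The intensities fall in 2 runs. The 16 wild type and *Nfkb1-/-* arrays have medians of 11.6 to 11.9 and the 8 *Bcl3-/-* arrays have medians of 81.1 to 86.8. Over the log2 WB group means, the slope of *Bcl3-/-* on wild type was 0.887 and their correlation was 0.959, against a correlation of 0.997 between wild type and *Nfkb1-/-*. The run, the strain background and the genotype of the *Bcl3-/-* mice go together, so only changes within a run and differences between such changes are reported. The deposited values cannot show which step of the processing made the runs differ.

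The table has 22690 probe sets, of which 64 are controls. Of the other 22626, 20380 are listed with 1 gene, 691 with several genes and 1555 are not listed in the annotation used for gene names. A probe set was tested when its intensity was above 20 on at least 4 of the 24 arrays, which kept 19294 probe sets, 17649 of them with 1 gene and together 11098 genes. A fit of 1 mean per group to log2 intensities was made with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), with 18 residual and 5.89 prior degrees of freedom. The contrasts were HU minus WB in each genotype, the wild type response minus that of each knockout, and each knockout minus wild type in WB mice. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The p50 and Bcl-3 classes are the probe sets called higher with unloading in wild type and not called higher in the knockout. Tests of probe sets adjusted over a list alone used the same p-values.

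The genes to be named were set before the data were examined. They are every gene named in the text and in Table 2 of the paper, with the probe set of the paper, and the members of the NF-κB family. To these come, for each contrast and direction, the 10 called probe sets with the largest change whose arrays do not overlap between the groups (for differences between responses, among those called), and up to 4 called members of each gene list, or up to 2 where none was called. The probe sets that differ between WB *Bcl3-/-* and wild type mice were left out of this rule, a deviation made after the scales of the runs were seen. The values of Table 2 and Table S2 had been read before the files were opened. Other genes of Table S2 were named after their values were seen. A gene with several probe sets is represented in the lists by the probe set with the highest mean over all arrays.

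A total of 37 gene lists with 732 genes, of which 642 were measured, were written before the data were examined. They were tested over 11098 genes with camera at a preset correlation of 0.01 and again with an estimated correlation, two-sided, with adjustment over all lists of a contrast. Overlaps of comparisons that share the wild type arrays were set beside 100 simulations without an effect and beside 36 splits of those arrays.

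The alternatives set before the data were examined were no filter on intensity, the filter of the study (floor 20, ceiling 20000, ratio of maximum to minimum 1.7, difference 9), fits of only the groups compared, a trend and robust variance, array weights, quantile normalization again, centring on array medians, log2 of the intensity plus 16, a fold of at least 1.4, the methods' test of the study with q-values or with Benjamini-Hochberg adjustment, the replicate number as a block, each array left out in turn, and other definitions of the classes. Added after the data were seen were a filter within each run, the removal of the 2 arrays farthest from their groups, quantile normalization within each run, the methods' test at an unadjusted p with a fold of at least 1.4, and the methods' test with q-values without unloaded wild type replicate 2, alone and with that fold.

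The fit was tested on simulated data with the wild type groups, in which 200 of 19294 probe sets were changed by known folds. Of 50 probe sets changed at each fold, 10% were called at 1.2-fold, 78% at 1.5-fold, 100% at 2-fold and 98% at 3-fold, and 4.03% of the calls were false. The difference between responses was called for 0% at 1.2-fold, 38% at 1.5-fold, 84% at 2-fold and 96% at 3-fold.

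The qPCR, binding and muscle mass measurements of the paper were not analysed here. The values of 1 gene are not reported here, and counts and medians include it. The deletions could not be checked, because no probe set is listed for *Nfkb1* and because the probe set of *Bcl3* lies on arrays of different scale.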

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

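Most tests of explanations in this part were chosen after the result was seen; the comparison of widely spread wild type calls with unloading itself, the search for a mislabelled array and the test of a stronger response in 1 mouse were written before.

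In 168 groups of 4 arrays, 10 had an array far from the others, and chance flags about 1 in 20 groups. Unloaded wild type replicate 1 was far from the other unloaded wild type arrays in its mean correlation with them (0.990), in its 173 probe sets over 2-fold from them, and in *Runx1* (31.7). WB wild type replicate 4 was far in its mean correlation (0.991), in *Psmg4* (15.9) and in *Capns1* (233). Unloaded *Bcl3-/-* replicate 4 had the highest median (86.8). Among the others were *Psma7* in unloaded *Nfkb1-/-* replicate 1 (172) and *Fbxo36* in unloaded *Bcl3-/-* replicate 3 (153).

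The response to unloading differed between wild type and *Nfkb1-/-* mice for 34 probe sets by limma. The wild type response was larger by a log2 value of 4.74 for *Gdpd3*, 3.28 for *Klk1b16*, 1.35 for *Atm*, 1.23 for *Itgb6*, 1.19 for *Thyn1*, 1.07 for *Pts*, 1.06 for *Marcks*, 1.04 for *Rab40b*, 0.91 for *Mrpl55* and 0.91 for *Prss23*. It was lower, with differences of −1.51 for *Tial1*, −1.49 for *Cyp2f2*, −1.45 for *Nfia*, −1.33 for *Ier3*, −1.18 for *Trim34a*, −0.95 for *Gpcpd1*, −0.86 and −0.84 for the probe sets of *Pgap2*, −0.75 for *Rb1cc1* and −0.66 for *Rab6a*. Without *Nfkb1-/-* WB replicate 4 the adjusted p was 0.13 for *Marcks*, 0.11 for *Rb1cc1*, 0.10 for *Thyn1*, *Prss23* and *Rab40b*, and 0.093 for *Atm*, *Ier3*, *Gpcpd1* and *Pgap2* (0.099 for its other probe set), and without wild type HU replicate 1 it was 0.057 for *Nfia*. The calls of these 10 genes are thus lost without a single array, and the other 9 genes kept theirs whichever array was left out.

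The response differed between wild type and *Bcl3-/-* mice for 206 probe sets. The difference was 4.18 for *Gdpd3*, 3.03 and 2.74 for *Ankrd1*, 2.87, 2.85 and 2.79 for *Hspa1b*, 2.82 for *Myl2*, 2.57 for *Bdh1*, 1.81 for *Tnni1* and 1.81 for *Col1a1*. It was −2.11 for *S100a9*, −1.82 for *Nfia*, −1.76 for *Tmem267*, −1.74 for *Adat2*, −1.43 for *Cyp1a1*, −1.39 for *Gdap10*, −1.38 for *Pgap2*, −1.33 for *Dusp10*, −1.31 for *Fbp2* and −1.31 for *Tial1*. Without *Bcl3-/-* HU replicate 1 the adjusted p was 0.078 and 0.12 for *Ankrd1*, 0.088 for *S100a9*, 0.066 for *Fbp2* and 0.062 for *Gdap10*, and the other genes kept their calls whichever array was left out. *Myl2*, the slow myosin light chain, fell from 4961 ± 85.9 (SD, n = 4) to 881 ± 204 in *Bcl3-/-* muscle and changed by 0.30 in wild type muscle. The size of the *Ankrd1* differences is uncertain, because its WB wild type levels are low.

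Signals outside the comparisons the paper discusses were the 320 probe sets that fell with unloading in wild type muscle, the 778 called higher in *Nfkb1-/-* and the 1304 called higher in *Bcl3-/-* but not in wild type muscle, and the 110 that were higher in WB *Nfkb1-/-* than in WB wild type muscle.

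Probe sets raised in wild type muscle and not called in a knockout may come from an equal response seen through a call threshold, from a smaller response without p50 or Bcl-3, or from folds compressed in the run of the *Bcl3-/-* arrays. For probe sets called on 2 WB and 2 HU wild type arrays, the response over that of the wild type arrays held out had a median of 0.517 in *Nfkb1-/-* muscle (0.207 to 1.26, lower in 31 of 36 splits) and 0.599 in *Bcl3-/-* muscle (0.223 to 1.57, lower in 33 of 36). In the other direction, wild type muscle had 0.571 of the held-out response for probe sets called in *Nfkb1-/-* muscle (lower in 33 of 36) and 0.305 for those called in *Bcl3-/-* muscle (lower in 36 of 36), so a lower response in the genotype not used for the call is not particular to the knockouts. The slope of the log2 levels between the runs over the Bcl-3 class was 0.913, above the median held-out ratio of 0.599 in *Bcl3-/-* muscle. The range of that ratio, 0.223 to 1.57, would hold any slope near 1, so this comparison cannot decide on compression. Proteasome genes, with an adjusted camera p of 0.709 for wild type minus *Nfkb1-/-* at an estimated correlation, leave a smaller response without p50 open. An equal, a compressed and a smaller response cannot be told apart for these probe sets as a set, since the ratio over the splits reaches above 1. Single probe sets differ from this. The wild type response was larger by limma's test for 10 of the 299 in the p50 class and 22 of the 285 in the Bcl-3 class. Compression between the runs does not apply to the 10, because wild type and *Nfkb1-/-* arrays are of the same run.

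Large differences among the wild type arrays, such as that of *Gdpd3*, may come from strain variants that segregate among the F2 wild type mice or from unloading itself. Genes called in wild type muscle lay within 20 genes of one another in 636 pairs, 1.12 times the random median of 569 (permutation p = 0.0039, 10000 random sets), against ratios of 1.01 for *Nfkb1-/-* and 1.01 for *Bcl3-/-* calls. Of the 29 genes whose response differed between wild type and *Nfkb1-/-* muscle, 9 are on chromosome 7 (31.0%, against 7.90% of 11080 genes, exact one-sided hypergeometric p = 0.00027), a chromosome picked after it was seen. This p was not corrected for that choice, so it decides nothing about strain variants. More probe sets spanned over 4-fold among WB wild type than among WB *Nfkb1-/-* arrays (28 against 11, a ratio of 2.55), but WB *Bcl3-/-* arrays had 46, so a wide spread is not particular to the F2 wild type mice. Of 149 wild type calls with a wide spread, 60 were called in the same direction in a knockout (40.3%), against 362 of 617 others (58.7%), which leaves unloading itself open. By the gene order, strain variants are a candidate explanation for part of the wild type calls, and genotypes of the mice were not analysed here.

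Unloaded wild type replicate 1 stands apart, with denervation genes at 1.31 over WB against 0.49 in the other 3 unloaded arrays. Regeneration genes were at 0.76 against 0.00, macrophage genes at 0.77 against 0.26 and proteasome genes at 0.37 against 0.09. Also higher in it were p53 targets (0.62 against −0.02), immediate early genes (0.59 against 0.07) and glucocorticoid response genes (0.36 against −0.04). So were heat shock genes (0.23 against −0.16) and FoxO and growth signalling genes (0.38 against 0.03). Endothelial markers were lower in it (−0.27 against 0.03). Skin or nerve in the sample is argued against, since the Schwann cell list lay 0.0783 and the keratin list 0.0046 above the other arrays on the log2 scale. A mislabelled *Nfkb1-/-* array is argued against, since the array was nearer to wild type on 17 of 20 probe sets that separate WB *Nfkb1-/-* from WB wild type muscle (15 to 17 for the others). A stronger response to unloading as a whole is argued against by a slope of 0.832 on the mean change of the others over 3708 probe sets, where the others had 0.527 to 1.09. A muscle injury or a difference in this mouse may remain, and neither was tested.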

How the results depend on the processing

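The settings added after the data were seen were the filter within each run, the removal of 2 arrays, quantile normalization within each run, the unadjusted methods' test and the methods' test without unloaded wild type replicate 2; all others were set before.

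Of the summary counts under the alternatives set before, 445 stayed within 1.5 times of the count reported and 130 did not; under those added, 54 did and 30 did not. The balance of higher and lower calls turned in wild type muscle without WB replicate 4 (286 and 299) and with quantile normalization within each run (484 and 491), and in *Nfkb1-/-* muscle with array weights (1963 and 1869). Of the values for named probe sets and gene lists, 8150 stayed on their side of the threshold, 410 fell below it and 52 rose past it, and the correlation of the losses of response moved from 0.420 to 0.127 with split wild type arrays. Under the settings added these numbers were 653, 25 and 9. With an estimated correlation, 153 of the list results stayed and 69 were no longer called. In what follows, counts are of probe sets, and the cause was not tested except where fewer arrays, another threshold or another definition makes it plain.

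Fits of only the groups compared gave 152 higher and 101 lower in wild type muscle and 799 higher and 242 lower in *Bcl3-/-* muscle. These fits gave 885 higher and 1310 lower in *Nfkb1-/-* muscle and 210 different in WB *Nfkb1-/-* muscle. Fewer arrays alone therefore do not account for the fall in wild type and *Bcl3-/-* muscle, and its cause was not tested. The same fits gave 91 in the p50 class, 107 in the Bcl-3 class, 74 in both and 72 of Table S2 higher in wild type muscle. Responses differed for 20 in *Nfkb1-/-* and 104 in *Bcl3-/-* muscle. Array weights gave 1158 and 1076 in wild type, 1963 higher in *Nfkb1-/-*, 999 lower in *Bcl3-/-* muscle, 637, 730 and 475 in the p50 class, the Bcl-3 class and both, 270 and 356 with different responses, 555 different in WB *Nfkb1-/-* muscle, and 17 p50 and 24 Bcl-3 targets of Table S2 with smaller responses. A trend and robust variance gave 8 such p50 targets. Quantile normalization again gave 924 lower in *Bcl3-/-* muscle and 10771 different in WB *Bcl3-/-* muscle. Centring gave 58 with different responses in *Nfkb1-/-* muscle, 11421 different in WB *Bcl3-/-* muscle and 8 p50 targets. Log2 of the intensity plus 16 gave 604 higher in *Nfkb1-/-*, 2879 higher and 1653 lower in *Bcl3-/-* muscle, 160 in the Bcl-3 class, 120 in both, 567 with different responses in *Bcl3-/-* muscle and 83 different in WB *Nfkb1-/-* muscle. A fold of at least 1.4 gave 228 and 154 in wild type, 477 and 584 in *Nfkb1-/-*, 574 and 304 in *Bcl3-/-* muscle, and 152, 180 and 136 in the classes and both. The methods' test gave 287 and 185, 395 and 524, and 667 and 257 with q-values, and 57 and 34, 257 and 428, and 246 and 83 with Benjamini-Hochberg adjustment, where the classes held 46 and 55, both held 45, and 44 of Table S2 were higher. A class needing an unadjusted p of 0.05 or more in the knockout had 188 for Bcl-3 and 112 in both, a class needing a called difference had 10 for p50, 23 for Bcl-3 and 3 in both, and a class by the size of the knockout response had 125 in both.

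With the replicate number as a block, 189 were lower in wild type muscle, 189 were in the p50 class, 10 and 111 had different responses in *Nfkb1-/-* and *Bcl3-/-* muscle, and 2 p50 and 7 Bcl-3 targets of Table S2 had smaller responses. Deviations of arrays with the same number had correlations of −0.173 to 0.222, and only replicates 3 and 4 of *Nfkb1-/-* mice correlated best with their own number, so the numbers do not pair the samples. The block could not be fitted to the WB comparisons between genotypes.

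Of the settings added, the filter within each run gave 72 with different responses in *Nfkb1-/-* muscle, 115 different in WB *Nfkb1-/-*, 10788 in WB *Bcl3-/-* muscle and 8 p50 targets. Without unloaded wild type replicate 1 and WB *Bcl3-/-* replicate 2 there were 17 and 61 with different responses and 4 Bcl-3 targets. Quantile normalization within each run gave 491 lower in wild type muscle and 56 with different responses in *Nfkb1-/-* muscle, and increases were 58.6% of the *Bcl3-/-* calls. The unadjusted methods' test with a fold of 1.4 gave 190 and 114, 310 and 401, and 518 and 279 in the 3 genotypes, 135 and 154 in the classes and 120 in both. The methods' test with q-values without unloaded wild type replicate 2 gave 146 lower in wild type, 395 and 524 in *Nfkb1-/-* and 667 and 257 in *Bcl3-/-* muscle, and with a fold of 1.4 255 and 115, 306 and 399, 458 and 215, and 179 in the p50 class.

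Leaving out 1 array at a time gave 272 to 643 higher in wild type muscle, with 273 without HU replicate 3, 272 without HU replicate 4 and 286 without WB replicate 4. It gave 141 to 405 lower, with 201, 141 and 160 without HU replicates 1, 3 and 4 and 173, 157 and 211 without WB replicates 1, 2 and 3. In *Nfkb1-/-* muscle it gave 521 to 1100 higher, with 521 and 584 without HU replicates 2 and 3 and 576, 594 and 565 without WB replicates 1, 2 and 4, and 810 to 1424 lower, with 810 without WB replicate 4. In *Bcl3-/-* muscle it gave 774 to 1750 higher, with 774 and 890 without HU replicates 1 and 3, and 249 to 806 lower, with 249 and 319 without HU replicates 1 and 3 and 357 without WB replicate 2. The p50 class had 176 to 440, with 184 and 176 without wild type HU replicates 3 and 4 and 177 without WB replicate 4, and the Bcl-3 class 173 to 395, with 177, 177 and 173 without the same arrays. Both classes held 122 to 296, with 138, 134 and 129 without wild type HU replicates 1, 3 and 4 and 122 without WB replicate 4.

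The same removals gave 11 to 57 with different responses in *Nfkb1-/-* muscle, with 16 and 57 without *Nfkb1-/-* HU replicates 3 and 4, 12, 11 and 11 without *Nfkb1-/-* WB replicates 1, 2 and 4, 14 and 19 without wild type HU replicates 1 and 3, and 56 without *Bcl3-/-* WB replicate 2. For *Bcl3-/-* muscle they gave 92 to 391, with 119 without wild type HU replicate 1, 107, 121 and 120 without wild type WB replicates 1, 2 and 3, 126 and 391 without *Bcl3-/-* WB replicates 2 and 3, and 92 and 121 without *Bcl3-/-* HU replicates 1 and 3. They gave 104 to 191 different in WB *Nfkb1-/-* muscle, with 107, 111 and 104 without *Nfkb1-/-* WB replicates 1, 3 and 4, 19209 to 19227 in WB *Bcl3-/-* muscle and 104 to 184 of Table S2 higher in wild type muscle. Smaller responses were found for 3 to 10 p50 targets, with 3 without *Nfkb1-/-* WB replicate 1, 2 or 4 or wild type HU replicate 3, 10 without wild type HU replicate 2 and 8 without *Bcl3-/-* WB replicate 2, and for 5 to 14 Bcl-3 targets, with 7 without wild type WB replicate 3 or *Bcl3-/-* WB replicate 2 and 5 without *Bcl3-/-* HU replicate 1. The signal over background limits genes such as *Psma6* and *Cxcl10* on the wild type and *Nfkb1-/-* arrays.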

Differences from the paper's values

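No test in this part was chosen after the result was seen, apart from the settings named so. The paper gives 185 genes upregulated in wild type and not in *Nfkb1-/-* mice, and 299 probe sets were in this class at an adjusted p under 0.05, where the paper used p under 0.05 and q of at most 0.05. Counted as genes, the class held 209, within 1.5 times of the paper's 185. Table S2 gives the 185 as probe sets, and these belong to 169 genes. The counts that follow are of probe sets. Of the alternatives set before the data were examined, the counts of 267 with quantile normalization again, 277 with log2 of the intensity plus 16, 152 with a fold of at least 1.4, 208 with the methods' test and q-values, 189 with the replicate number as a block, 219 for a class by unadjusted p and 227 for a class by the size of the knockout response lie within 1.5 times of the paper's, as do those without 1 of 9 wild type or *Bcl3-/-* arrays. The others do not: 291 with no filter, 301 with the filter of the study, 91 with separate fits, 346 with a trend and robust variance, 637 with array weights, 334 with centring, 46 with the methods' test and Benjamini-Hochberg adjustment, 10 for a class by called difference, and the remaining counts without 1 array. Added after the data were seen, the removal of the 2 farthest arrays gave 248 and drops 120 of the paper's 185 p50 targets from the class, and the unadjusted methods' test with a fold of 1.4, also added then, gave 135 and drops 85. Without unloaded wild type replicate 2, the methods' test with q-values, added after the data were seen, gave 233 and drops 51, and with a fold of 1.4 as well, also added then, 179 and drops 50. The class reported drops 101 of them and the methods' test with q-values 68. The filter within each run (359) and quantile normalization within each run (281), both added then, do not come within 1.5 times.

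The paper reports 17 genes lower in WB *Nfkb1-/-* than wild type muscle, and 64 probe sets of 51 genes were lower. The counts that follow are of probe sets. Of the alternatives, only the methods' test with Benjamini-Hochberg adjustment, with 24, is within 1.5 times of the paper's value. The others gave 60 for the methods' test with q-values, 61 with no filter, 64 with the filter of the study, 75 with separate fits, 62 with a trend and robust variance, 262 with array weights, 67 with quantile normalization again, 59 with centring, 32 with log2 of the intensity plus 16, 56 with a fold of at least 1.4, and 36 to 73 without 1 array. Settings added after the data were seen gave 47 with the filter within each run, 86 without 2 arrays, 74 with quantile normalization within each run, 65 with the unadjusted methods' test, and 60 and, with a fold of 1.4, 53 with the methods' test with q-values without unloaded wild type replicate 2.

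The fold changes of the listed probe sets of *Fbxo36* and *Psma6* in Table 2 differ from the paper's under every alternative that gives one. *Fbxo36* had a ratio of mean HU to mean WB intensity of 1.02, and the paper's value is 2.4. *Psma6* had 1.05, and the paper's value is 2.3. For *Runx1* (2.60, the paper's 5.3) and *Ankrd1* (14.9, the paper's 7.9) the gap is within the SD of the replicates. In a calculation added after the data were seen, without unloaded wild type replicate 2 and with intensities under 20 set to 20, the listed probe set of *Ankrd1* had 7.75 and its probe set in Table S2 had 7.93, which is the paper's value, and 239 of the 240 fold changes of Table S2 equalled the paper's to 2 decimals. The paper gives 4 mice per group. The exception was *Runx1*, with 1.20 and the paper's 5.26, and *Fbxo36* (1.01) and *Psma6* (1.00) stayed apart from the paper too. With all arrays, 239 of the fold changes of Table S2 lay within 1.5 times of the paper's, again with the exception of *Runx1*. The counts of 285 Bcl-3 class probe sets, where the paper has 240, and of 213 probe sets in both classes, where the paper has 185, are within 1.5 times.

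The paper states that every p50 target was also a Bcl-3 target, and here 213 of 299 probe sets in the p50 class were in the Bcl-3 class. The paper states that *Cxcl10* was not on the array, and 1 probe set is listed for it. The paper states that it found no significant differences between WB wild type and *Bcl3-/-* muscle, while 19224 probe sets differed on arrays of different scale. Every alternative differs from the paper here, from 10771 with quantile normalization again to 22556 with no filter, and 16770 to 16797 in the methods' tests, of which the unadjusted test and those without unloaded wild type replicate 2 were added after the data were seen. For the p50 targets of Table S2, which the paper lists as not upregulated in *Nfkb1-/-* mice, 39 of 185 were called higher there, and 70 of the 240 Bcl-3 targets were called higher in *Bcl3-/-* muscle. In the methods' test with q-values these counts were 28 and 66. Among Table 2 genes listed as p50 targets, *Fbxo32*, *Ctsl*, *Ube2j1*, *Ankrd1*, *Foxo3* and *Eif4ebp1* were called higher in *Nfkb1-/-* muscle. Of these, the methods' test with q-values called *Fbxo32*, *Ctsl*, *Ube2j1* and *Eif4ebp1*. It did not call *Ankrd1*, and its filter left out *Foxo3*. Table S2 lists *Fbxo32* and *Ctsl* as targets of Bcl-3 only and so as upregulated in *Nfkb1-/-* muscle. By its qPCR, not analysed here, the paper itself reports *Foxo3* as upregulated there and not as a p50 target. For *Fbxo32*, *Ctsl*, *Ankrd1* and *Eif4ebp1* the paper's qPCR gave either no rise in *Nfkb1-/-* muscle or a significantly smaller one than in wild type muscle. Its p50 calls for these genes thus do not rest on the arrays alone. Among Table 2 genes listed as Bcl-3 targets, *Fbxo9*, *Ube2j1* and *Eif4ebp1* were called higher in *Bcl3-/-* muscle, also by the methods' test with q-values. For *Fbxo9* and *Eif4ebp1* the paper's qPCR gave no rise or a significantly smaller one in *Bcl3-/-* than in wild type muscle. *Tnfrsf12a*, *Runx1* and *Ctsl* were not called higher in *Bcl3-/-* muscle. *Fbxo32*, which the paper reports as upregulated in wild type mice, was not called there at an adjusted p of 0.284, nor by the methods' test with a q of 0.058. It was called by the methods' test with q-values without unloaded wild type replicate 2, a setting added after the data were seen that drops 51 of the 185 p50 targets from the class.

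Of the 25 Table 2 genes, which the paper lists as upregulated in wild type mice, 17 were not called there, and some settings called 9 of these. Other settings called fewer of the 8 that were called: separate fits kept *Ankrd1*, *Fbxo9* and *Tnfrsf12a*, the methods' test with Benjamini-Hochberg adjustment kept *Fbxo9* alone, and *Capns1* was lost with a fold of at least 1.4, with the replicate number as a block and without unloaded wild type replicate 1, 3 or 4 or WB replicate 4. *Ube2j1* and *Nedd4l* were called with a trend and robust variance, with array weights and by the methods' test with q-values, *Ube2j1* also with quantile normalization again and *Nedd4l* also with centring. Array weights called *Psma7*, *Psmd2* and *Psmb4*, and the methods' test with q-values called *Psmb4* and *Ctss* while it dropped *Ankrd1*. *Ctss* was called with the replicate number as a block. Without unloaded wild type replicate 2 the adjusted p was 0.0074 for *Ube2j1*, 0.011 for *Nedd4l*, 0.0025 for *Psma7*, 0.041 for *Psmb4*, 0.00041 for *Psmd2*, 0.013 for *Psmd4* and 0.035 for *Eif4ebp1*. *Ctss* had 0.048 without unloaded wild type replicate 4 and 0.014 without unloaded *Nfkb1-/-* replicate 4, and *Ube2j1* 0.049 without the latter. Without WB *Bcl3-/-* replicate 2 *Ube2j1* had 0.042 and *Nedd4l* 0.018. *Nedd4l* had 0.044 without WB *Bcl3-/-* replicate 3 and 0.048 without unloaded *Bcl3-/-* replicate 4, and *Psmb4* 0.048 without WB wild type replicate 1 and 0.047 without WB *Bcl3-/-* replicate 4. Of the settings added after the data were seen, the filter within each run called *Ube2j1*, *Nedd4l* and *Ctss*, lost *Ankrd1* and drops 97 of the 185 p50 targets from the class, quantile normalization within each run called *Ube2j1* and *Nedd4l* and drops 111, the removal of 2 arrays called *Nedd4l*, lost *Capns1* and drops 120, and the unadjusted methods' test called *Ube2j1* and *Ctss*, lost *Ankrd1* and *Capns1* and drops 85. The methods' test with q-values without unloaded wild type replicate 2, also added then, called *Fbxo32*, *Ube2j1*, *Nedd4l*, *Psma7*, *Psmd2*, *Psmb4*, *Psmd4* and *Eif4ebp1*, left *Ankrd1* uncalled and drops 51, or 50 with a fold of 1.4. *Fbxo36*, *Psmb3*, *Psmc4*, *Psma6*, *Runx1*, *Jun* and *Foxo3* were called in wild type muscle by none of these settings on the probe sets of Table 2. For *Foxo3* this is no difference from the paper, whose asterisk marks it as raised by t-test without passing multiple test correction. Its limma p here was 0.044 unadjusted and 0.259 adjusted. Another probe set of *Fbxo36*, near the floor of the arrays, was called (adjusted p = 0.037).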

Other observations

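The tests of the interferon list and of the share of knockout calls were chosen after the result was seen, and the comparisons with other splits of the samples were planned.

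In *Nfkb1-/-* muscle unloading lowered 18 of 34 genes of oxidative phosphorylation (22 when adjusted over the list alone), 12 of 24 extracellular matrix genes (15 when adjusted over the list alone) and 9 of 26 genes of the tricarboxylic acid cycle and fatty acid oxidation (10 when adjusted over the list alone). Markers of fibroblasts and tendon fell with the matrix genes, 7 of 13 (9 when adjusted over the list alone) and 4 of 9 (6 when adjusted over the list alone), with camera adjusted p of 0.00044 and 2.7e-05, so a lower share of connective tissue in the unloaded samples was not set apart from a change in muscle. The collagen gene *Col6a2* fell by 1.42 and the collagen chaperone *Serpinh1* by 1.21 on the log2 scale. FoxO and growth signalling genes went both ways, with 8 of 23 higher and 4 lower (12 and 5 when adjusted over the list alone), *Pik3r1* at 1.44 (adjusted p = 3.2e-05 from limma) and *Igfbp5* at −1.15. Of 25 genes of ubiquitin conjugation 6 were higher (7 when adjusted over the list alone), among them *Fbxo31* at 0.42 and *Nedd4* at 0.28, and of 9 neutrophil genes 3, *Lcn2*, *S100a9* and *S100a8*, were higher (3 when adjusted over the list alone). With a preset correlation the adjusted camera p was 1.5e-11 for oxidative phosphorylation and 1.1e-05 for extracellular matrix, and with an estimated correlation none of the lists kept a call in this genotype (the lowest adjusted p was 0.323).

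In *Bcl3-/-* muscle unloading lowered 15 of 24 extracellular matrix genes (18 when adjusted over the list alone), with *Col1a1* at −2.35, 5 of 13 fibroblast markers (6 when adjusted over the list alone, camera adjusted p = 1.6e-05), 4 of 9 tendon markers (4 when adjusted over the list alone, camera adjusted p = 0.00052), and 5 of 15 heat shock genes (9 when adjusted over the list alone), with *Hsp90aa1* at −0.80. Of 17 slow fibre and cardiac genes 8 were lower and 1 higher (10 lower when adjusted over the list alone), with *Atp2a2* at −0.65 and *Tpm3* at −0.73. Their responses differed from those of wild type muscle for 7 genes (9 when adjusted over the list alone), with a camera adjusted p of 1.2e-13, or 0.0721 with an estimated correlation. Ribosomal protein genes were higher in 11 of 25 (18 when adjusted over the list alone), and 6 of 25 genes of ubiquitin conjugation were higher (8 when adjusted over the list alone). With an estimated correlation the lowest adjusted p of a list in *Bcl3-/-* muscle was 0.273.

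Of the NF-κB family in wild type muscle, *Rela* changed by 0.08, *Relb* by 0.30 (adjusted p = 0.352), *Rel* by −0.07, and the probe sets of *Nfkb2* by 0.39 and −0.01. *Nfkbia* changed by −0.54 (adjusted p = 0.165) on its most abundant probe set and by −0.19, −0.20 and −0.17 on the others, and *Tnf* by 0.13. The list of NF-κB family genes and regulators had 1 of 18 called higher in wild type muscle, with a median of 0.06 and a camera adjusted p of 0.354. Of 21 NF-κB inflammatory target genes 1, *Ccl2*, was called higher in wild type muscle (0.54, adjusted p = 0.018). Of 23 macrophage genes 1, *Lgals3*, was called higher in wild type muscle (5 when adjusted over the list alone), and the list stood apart with a preset correlation only.

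Interferon response genes are higher in WB *Nfkb1-/-* than in WB wild type muscle, and a candidate explanation is the lack of p50. The list was fixed before the data were examined, and its camera adjusted p was 6.5e-05 with an estimated correlation. Strain background differs with the genotype and stays open, as does an infection or housing difference, which was not tested. Macrophage genes had 0 of 23 called by limma (8 when adjusted over the list alone), with *C1qb* at 0.79 and a camera adjusted p of 0.611 with an estimated correlation, so more blood or immune cells in these samples stay open. The paper does not report this difference.

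Whether the calls could come from any grouping of the same arrays was tested with other splits. Chance can be excluded where a share of splits under 0.05, the real one included, gave so large a count. This holds for the counts in wild type muscle (446 higher and 320 lower, highest other 22), in *Nfkb1-/-* muscle (925 and 1271, highest other 5) and in *Bcl3-/-* muscle (1465 and 542, highest other 140), and for WB *Nfkb1-/-* against wild type muscle (174, highest other 1), each with 1 of 35 splits as large. For the difference between responses it holds for *Bcl3-/-* muscle with 1 of 100 (206, highest other 2). For *Nfkb1-/-* muscle the share was 2 of 100, but the real split was not the highest, since 1 other split gave 61 against the real 34. The splits say nothing of their own on the p50 class (299, highest other 22), the Bcl-3 class (285, highest other 18) and both (213, highest other 18), each with 1 of 35 splits as large, because a class is part of the wild type increases. The splits of Table S2 counts decide nothing about chance, because the study chose the list on the same arrays for these patterns. These counts were 147 in wild type muscle (highest other 9, 1 of 35 splits as large) and, for smaller responses, 5 of the p50 targets (highest other 0) and 12 of the Bcl-3 targets (highest other 1), each with 1 of 100. For WB *Bcl3-/-* against wild type muscle the real split gave 19224 and the highest other 16698, with 1 of 35 splits as large, and run, strain background and genotype cannot be separated there.

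The share of knockout calls that were absent from the wild type calls, 84.1% in *Nfkb1-/-* and 89.0% in *Bcl3-/-* muscle, was first taken as a test of an equal response. It was set aside after it was seen that the numbers of calls fix this share, and the responses on held-out arrays took its place.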
